# Identification and Integration of LRG1-Induced Differentially Expressed Gene (DEG) Hub Profiles in Breast Cancer Cells

**DOI:** 10.3390/ijms27083613

**Published:** 2026-04-18

**Authors:** Federico Osorio-Antonio, Daniela Michel Diaz-González, Gabriela Elizabeth Campos-Viguri, José Manuel Sánchez-López, José Luis Cortez-Sánchez, Francisco Castelán, Jesús Ramses Chávez-Rios, Paola Maycotte-González, Paulina Cortés-Hernández, Oscar Peralta-Zaragoza, Elizabeth Bautista-Rodríguez

**Keywords:** breast cancer, DEGs, LRG1, MAPK, PI3K, RAS

## Abstract

Breast carcinoma is a major cause of cancer-related mortality among women worldwide. Identifying novel molecular targets remains essential, particularly for aggressive triple-negative breast cancer (TNBC). Leucine-rich alpha-2-glycoprotein 1 (LRG1) has been linked to tumor progression and angiogenesis, but its molecular mechanisms in breast cancer are poorly defined. We evaluated the effects of recombinant human LRG1 (rhLRG1) on cell viability and migration in MDA-MB-231 TNBC cells and performed transcriptomic profiling followed by functional enrichment analyses using GenArise, Cytoscape, and R-based tools. RhLRG1 treatment significantly increased cell viability and migration. Transcriptomic analysis revealed activation of key oncogenic cascades, including the PI3K/AKT, MAPK, and RAS signaling pathways. Hub-gene analysis identified upregulated genes involved in proliferation (*NRAS*, *STAT5B*, *IGF2*), angiogenesis (*PGF*, *ANGPT2*), and apoptosis (*CASP8*, *BAD*), whereas downregulated genes were associated with apoptotic resistance (*BCL2*, *MCL1*) and adhesion (*LAMB1*, *ITGB4*). Functional enrichment highlighted LRG1’s role in the bioinformatic analysis of differentially expressed genes that were obtained from microarray assays. LRG1 remodels the tumor microenvironment by promoting proliferation, angiogenesis, and apoptotic sensitivity while repressing resistance-related genes. These findings position LRG1 as a potential diagnostic biomarker and therapeutic target for advanced breast carcinoma.

## 1. Introduction

Breast carcinoma remains the most frequently diagnosed malignancy among women worldwide and constitutes the second leading cause of cancer-related mortality in this population [1]. Within the heterogeneous spectrum of breast carcinomas, triple-negative breast cancer (TNBC) represents a distinct and highly aggressive subtype [2,3,4]. TNBC is defined by the absence of the estrogen receptor (ER), progesterone receptor (PR), and human epidermal growth factor receptor 2 (HER2) [5]. This phenotype is characterized by marked biological aggressiveness and poor clinical prognosis, accounting for approximately 10–15% of all breast cancer cases [5]. The intrinsic heterogeneity of TNBC is closely associated with an increased risk of local recurrence and distant metastasis [6]. The lack of ER, PR, and HER2 therapeutic targets renders TNBC refractory to conventional hormonal or targeted therapies [7,8,9,10]. Consequently, despite significant advances—such as those derived from single-cell transcriptomic profiling of the tumor immune microenvironment—the clinical management of TNBC remains exceptionally challenging, reinforcing the urgent need for novel therapeutic strategies that can overcome chemoresistance [9,10]. Despite extensive research into the mechanisms of cancer progression and resistance, the pathophysiology of TNBC remains largely undefined [11,12,13].

The LRG1 protein, encoded by the *LRG1* gene located on chromosome 19p13.3 [14], colocalizes with several genes encoding neutrophil granule enzymes, linking its expression to granulocyte differentiation [14]. Structurally, LRG1 belongs to the leucine-rich repeat (LRR) protein family [15]. LRR proteins participate in diverse biological processes, including protein–protein interactions, signal transduction, cell adhesion, proliferation, migration, development, apoptosis, immune response, angiogenesis, and tissue remodeling [15]. LRG1 is a secreted protein and can therefore be detected as a circulating biomarker. Overexpression of LRG1 has been consistently associated with poor prognosis and advanced disease progression across multiple cancers, including gastric [16], prostate [17], ovarian [18], colorectal [19,20], endometrial [21], and breast cancer [22,23]. In breast cancer, high LRG1 levels correlate strongly with aggressive disease phenotypes. Moreover, patients with high LRG1 expression exhibit significantly reduced disease-free and overall survival [22,23]. In addition, LRG1 expression has been associated with pathological indicators of systemic dissemination, lymph node involvement, and distant metastasis, particularly in HER2-positive and TNBC subtypes [22,23]. Collectively, these findings position LRG1 as a key molecular determinant associated with invasive potential and poor prognosis in breast carcinoma.

Extensive research has approached the regulatory mechanisms controlling LRG1 expression and its downstream signaling pathways in diverse cancers, including pancreatic [24], gastric [25], colorectal [26], lung [27], and bladder malignancies [28]. A major discovery has been the involvement of pro-inflammatory cytokines inducing LRG1 transcription. Specifically, IL-6 and IL-22 activate the transcription factor STAT3, which subsequently upregulates LRG1 expression [29,30]. In parallel, IL-1 and TNF-α activate the NF-κB pathway, further enhancing LRG1 transcription [29,30]. This dual regulation is supported by the presence of STAT3 and NF-κB response elements within the LRG1 promoter region [29,30]. Beyond transcriptional regulation, LRG1 activates several oncogenic pathways, notably TGF-β1 signaling. LRG1-induced activation of TGF-β1 engages SMAD1, SMAD5, and SMAD8 transcription factors, ultimately promoting angiogenesis [31,32]. This is particularly relevant in breast cancer, where TGF-β1 exerts context-dependent effects—acting as a tumor suppressor in the early stages but switching to a pro-oncogenic driver in advanced disease. High levels of TGF-β1 promote epithelial–mesenchymal transition (EMT), facilitating migration, invasion, and metastasis [31,32]. LRG1 also enhances angiogenesis through HIF-1α–mediated upregulation of VEGFA [20]. Despite these insights, the molecular mechanisms and downstream signaling networks regulated by LRG1, especially in TNBC, remain incompletely understood. Therefore, a comprehensive analysis of hub differentially expressed genes (DEGs) induced by LRG1 stimulation is proposed as a valuable strategy to delineate the signaling pathways in which LRG1 participates, thereby clarifying its functional role in TNBC biology.

In this study, we employed the MDA-MB-231 cell line as an in vitro model, given its phenotypic similarity to aggressive TNBC and its high migratory capacity [33]. Our primary objective was to determine whether recombinant human LRG1 (rhLRG1) directly influences key oncogenic processes, specifically cell viability and migration. In addition, we performed transcriptomic analysis to approach the activation of major intracellular cascades, including PI3K, MAPK, and RAS pathways, following LRG1 stimulation. A functional correlation, based on Gene Ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) enrichment analyses, was approached for hub DEGs, and the resulting data were integrated into a network constructed in Cytoscape 3.10.3 using the ClueGO (West Midlands, UK) and CluePedia plugins (West Midlands, UK).

## 2. Results

### 2.1. LRG1 Increases Viability in Breast Cancer Cells

Despite limited reports proposing a protective role in specific contexts, a substantial and consistent body of evidence characterizes LRG1 as a significant biomarker for the diagnosis and clinical assessment of numerous cancer types [16,17,18,19,20,21,22,23]. To investigate LRG1’s influence on cellular proliferation and viability, the MTT assay was performed on MDA-MB-231 cells, a highly aggressive TNBC subtype model. Cells were treated with rhLRG1 and analyzed at 0 h, 3 h, 6 h, and 24 h post-treatment. The results demonstrated that both 10 and 100 ng/mL rhLRG1 significantly increased (*p* < 0.001, *p* < 0.0001) the viability of MDA-MB-231 cells, as compared to untreated cells (Figure 1A). Furthermore, data from crystal violet staining revealed an evident increase in cell density following 100 ng/mL hrLRG1 (Figure 1B,C). Quantitative cell counting corroborated this observation, showing a significant augmentation (*p* < 0.001) in stained cells in response to the rhLRG1 treatment (Figure 1D). This evidence indicates that LRG1 enhances the viability and proliferation of MDA-MB-231 cells. This finding underscores the growing interest in LRG1, not only regarding its clinical utility as a biomarker but also regarding understanding the molecular mechanisms through which it actively contributes to the process of carcinogenesis.

### 2.2. LRG1 Induces Alteration in Cell Migration in Breast Cancer Cells

Prior investigations concerning human colorectal cancer, pancreatic adenocarcinoma, and glioma have consistently demonstrated a positive correlation between elevated LRG1 protein levels and enhanced cellular migration [20,24,34]. To ascertain whether LRG1 exerts similar effects on the motility of breast cancer cells, functional assays were performed to evaluate its influence on the migration of MDA-MB-231 cells by using wound-healing assays. As compared to untreated cells (Figure 2A, lanes a–d), 10 ng/mL and 100 ng/mL rhLRG1 increased the migration of MDA-MB-231 cells after a 24 h incubation period (Figure 2A, lanes e–h, i–l). Further statistical analyses showed that 100 ng/mL hrLRG1 was able to increase the migration rate of MDA-MB-231 cells as early as 3 h post-treatment (*p* < 0.001; Figure 2B), while 10 ng/mL rhLRG1 favored cell migration as measured 6 h post-treatment (*p* < 0.001; Figure 2B right). By 24 h post-treatment, both rhLRG1 doses reached approximately 100% wound coverage (Figure 2A, lanes h and l). These findings support the notion that LRG1 facilitates the reestablishment of cellular motility, thereby modulating cell migration within the context of breast cancer progression. Thus, this particular pattern of cellular motility is often characteristic of cells possessing the capacity to lyse the extracellular matrix (ECM) and navigate the surrounding interstitial spaces.

### 2.3. Identification of Hub Differentially Expressed Gene (DEG) Profiles from Heatmap of Breast Cancer Cells Treated with LRG1

The investigation into the therapeutic mechanism of rhLRG1 requires the comprehensive characterization of DEGs, specifically those associated with oncogenesis and tumor suppression. Therefore, we delineated the hub DEG profiles and ascertained their functional roles within the trajectory of breast carcinogenesis. Transcriptome data derived from MDA-MB-231 cells following exposure to rhLRG1 served as the foundational dataset for gene screening. 

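MDA-MB-231, an established line of triple-negative breast adenocarcinoma, was either left untreated or exposed for 24 h to rhLRG1 at 100 ng/mL. RNA of 2 untreated and 2 rhLRG1-treated cultures (replicates 2 and 3, described in the series as grown and harvested independently) was analysed here, where the paper states 3 biological replicates and labelling in 2 independent experiments. The cultures of one number were hybridised together on one 2-colour cancer array, so each array gives the ratio of treated over untreated cells. Untreated cells carried the same dye on both arrays and rhLRG1-treated cells the other, so a difference between the dyes cannot be told apart from the treatment in any ratio given here. Of the spots on the array, 54 hold control oligonucleotides whose nature the files do not state. The other 3786 belong to 1856 gene probes, 1849 of them printed as 2 spots, and stand for 1843 genes once probes of one symbol were averaged. Over the gene spots, the median of foreground over local background was 11.8 in the untreated sample of replicate 2 and 8.71 in that of replicate 3. It was 5.69 and 4.57 in the rhLRG1-treated samples, so the treated channel was the dimmer one on both arrays, and 2 arrays limit the precision of every ratio. The authors deposited the scanned foreground and background and a net intensity, which is the foreground minus the background with the rhLRG1 channel further scaled by a factor that depends on the intensity. Here the scanned values were background-corrected by normexp with an offset of 50, which draws the ratios of dim spots toward 0, and the log2 ratios were normalized by loess within each array. Without that normalization the median log2 ratio of all genes was -0.31 (-0.42 and -0.21 on the arrays), so every ratio is relative to the other genes. Calls follow the Z ratio that the methods describe, with their threshold of 1.5, computed on the background-corrected channels. It uses no spread between replicates and has no p-value. A replicated test of the log2 ratios by limma, adjusted by Benjamini-Hochberg, stands beside it. Each SE given here is limma's moderated one, which draws the spread of a gene toward that of all genes. Where the 2 arrays differ widely, it is smaller than the gene's own values would give.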

Subsequent analysis employed Heatmap visualization to illustrate the expression landscape of the identified DEGs in response to the treatment. Specifically, the R Complex Heatmap tool was utilized to generate a global Heatmap, facilitating the clustering and visualization of gene expression profiles. This visualization stratifies genes into clusters based on their expression dynamics, highlighting upregulated genes (indicated in red and reddish) and downregulated genes (indicated in blue and bluish) (Figure 3). We found that 1920 genes maintained measurable expression across all designated time points following the rhLRG1 administration. 

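ACTB, the beta-actin of the cytoskeleton, gave a mean log2 ratio of treated over untreated cells of -0.025 (SE 0.073, n = 2 arrays), with -0.13 on replicate 2 and 0.084 on replicate 3, and 0.040 when the arrays were centred on their medians. GAPDH, an enzyme of glycolysis, stood at -0.086 (SE 0.058), and TFRC, the transferrin receptor, at 0.16 (SE 0.068), which turned to -0.076 under median centring. TUBA1B, an alpha-tubulin, had a ratio of -0.043. The spots of ACTB and TUBA1B spanned up to 2.32 and 2.44 log2 units in brightness. Of the 6 housekeeping genes on the array, 2 had a ratio above 0 and 4 below, against 1 and 5 under median centring and 3 and 3 with the authors' net intensities, and none was called. Fisher's exact test gave the list an adjusted p of 1, camera an adjusted p of 0.988, and limma passed 0 members adjusted over the list alone and 0 over all genes, with 0 at an unadjusted p under 0.05. All 1856 gene probes were above the local background plus 2 SD in at least one channel of both arrays, as were 3785 and 3783 of the gene spots. Since every probe passed, neither this rule nor a call shows that a gene is expressed in these cells. Of these probes, 75 carry no gene name. The samples analysed here were taken at 24 h.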

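Of the 1856 gene probes, 125 were called higher and 123 lower in rhLRG1-treated cells by a Z ratio beyond 1.5. With plain subtraction these counts were 54 and 133. CYP7B1, a hydroxylase of oxysterols, was among the called genes with the highest ratios, with a mean log2 ratio of 0.64 (SE 0.12, n = 2 arrays). MAGEB3, a cancer-testis antigen, had a ratio of 0.55 (SE 0.10). PTTG1IP, a partner of securin, and MARK3, a kinase of microtubule-associated proteins, stood at 0.56 and 0.46, each with spots that differ more than 4-fold in brightness. At the other end, MTAP, an enzyme of methionine salvage, was called lower with a ratio of -0.57 (SE 0.15). PAX8, a transcription factor of thyroid and kidney development, had -0.43 (SE 0.098), and TFG, a protein of export from the endoplasmic reticulum, -0.54, again with spots that differ more than 4-fold. Only 4 genes had a ratio of more than 1.5-fold on the mean of the arrays, RSRC2, SPOCK1, CYP7B1 and DAP3, and 0 of more than 2-fold, against 17 beyond 2-fold (10 higher, 7 lower) with the authors' net intensities. Those net intensities gave 220 calls, 134 of them among the calls given here. Calls were more frequent among dim probes, with 23.3% of the dimmest called, 9.22% of the middle group and 7.59% of the brightest when the probes were ranked by brightness into groups of equal size. MAGEB3 (Z ratio 0.859), MARK3 (1.41) and TFG (-1.22) were not called with plain subtraction.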

Examination of the 20 representative DEGs demonstrated that their transcriptional levels varied in response to rhLRG1 (Figure 3A). 

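HFE, a membrane protein that regulates iron uptake, was called higher in rhLRG1-treated cells, with a mean log2 ratio of 0.53 (SE 0.11, n = 2 arrays) and a Z ratio of 2.56. RAB22A, a small GTPase of endosomal traffic, had a ratio of 0.33 (Z ratio 1.74). SPOCK1, a proteoglycan of the extracellular matrix, was called lower with a ratio of -0.66 (SE 0.059, Z ratio -4.01), and its spots differ in brightness by more than 4-fold and in sign on replicate 2. DAP3, a protein of the mitochondrial ribosome, stood at -1.02 on replicate 2 and -0.15 on replicate 3, and PTPN13, a protein tyrosine phosphatase, at -0.89 and -0.17, both called lower. The imprinted gene MEST (-0.39) and CD1D, which presents lipid antigens (-0.33), were called lower too. Among the genes not called were CDC25A, a phosphatase that activates cyclin-dependent kinases (0.21, Z ratio 0.829), and LYST, a regulator of lysosomal traffic (Z ratio -1.40). With the authors' net intensities the Z ratios of CDC25A and LYST were 2.65 and -3.03, and CDC25A, whose spots differ in sign, lay below 0 under median centring. Of the 19 genes of Figure 3A found on the array by name, 9 had a mean ratio above 0 and 10 below (8 above under median centring), and 16 were called, 8 higher and 8 lower. A label of that figure is cut short, and the array holds the chromatin remodelling genes SMARCA4 (-0.091, or 0.0064 under median centring) and SMARCB1 (0.27) that it could stand for. SMARCB1 was called higher (Z ratio 2.72), with a log2 ratio of 1.58 and a Z ratio of 5.73 from the net intensities, and SMARCA4 was not called (Z ratio -0.497, or -0.501 from the net intensities). By limma the adjusted p of the genes named here, SMARC genes aside, lay between 0.151 and 0.199. Without replicate 2 the calls of RAB22A (Z ratio 1.26), DAP3 (-1.28), PTPN13 (-1.42), MEST (-1.23) and CD1D (-0.515) were lost, and without replicate 3 LYST was called lower (-1.65). CD1D (Z ratio -1.40) was not called with no background correction. LYST (-1.60 to -3.42) was called lower with plain subtraction, print-tip loess or loess-normalized channels, and CDC25A (1.55) higher with print-tip loess.

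**Figure D1:**
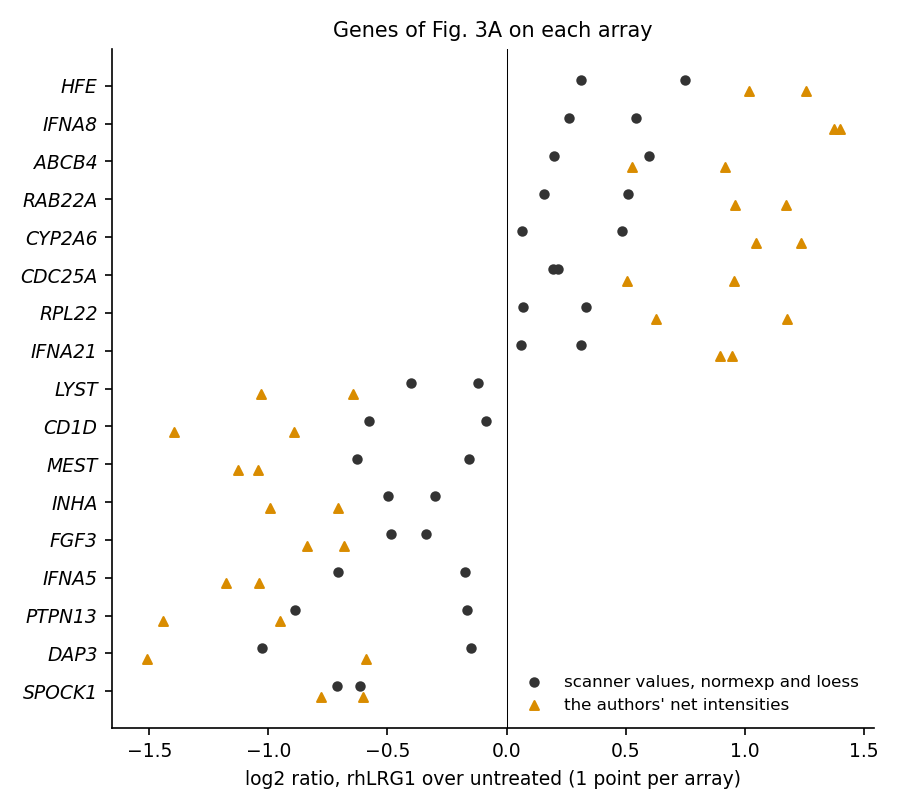
Log2 ratios of rhLRG1-treated over untreated cells (x axis) for 17 of the genes of Figure 3A (y axis), with 1 point per array. Circles are scanner values after normexp and loess and triangles the authors' net intensities. 8 genes lie above 0 and 9 below in both, and CDC25A crosses 0 under median centring, which is not drawn.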

Notably, all 20 representative DEGs showed uniform and marked upregulation after rhLRG1 treatment. Collectively, the Heatmap data provide compelling evidence of distinct expression changes among the 20 representative DEGs. These findings indicate that the substantial and generalized increase in gene expression observed post-treatment with rhLRG1 identifies critical and highly responsive hub DEGs within the molecular cascade of the MDA-MB-231 cellular response. 

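RSRC2, an arginine- and serine-rich nuclear protein, had the largest mean log2 ratio in size of all genes measured, 0.98 (SE 0.12, n = 2 arrays), with 1.23 on replicate 2 and 0.73 on replicate 3. PRKCZ, an atypical protein kinase C whose spots differ more than 4-fold in brightness, stood at 0.47 and 0.39, and PILRA, an inhibitory receptor of myeloid cells, at 0.57 and 0.25. H4C9, a histone gene, had 0.74 on replicate 2 and 0.13 on replicate 3, a gap larger than its mean of 0.43, and a Z ratio of 1.01, no call, without replicate 2. After normexp and loess, ratios were smaller on replicate 3 in general, with an SD over all probes of 0.125 against 0.207 on replicate 2. With the authors' net intensities they were not, with an SD of 0.297 on replicate 3 and 0.284 on replicate 2. Of the 248 probes called, 247 (99.6%) had the same direction on both arrays, against 77.1% when one array's ratios were permuted over probes, which by itself gave 222 calls on average. Over all probes, 75.3% shared their sign, against 50.0% after permutation, and Pearson's r between the arrays was 0.633 (Spearman's rho 0.641) across probes, which are not independent replicates. By limma, 0 probes passed an adjusted p of 0.05 (smallest 0.124), while 433 had an unadjusted p under 0.05, where 92.8 would by chance. This count depends on the processing, as 432 probes passed with no background correction, 422 with plain subtraction, 503 without normalization, 603 with the authors' net intensities and 229 with a robust variance model, and 201 with duplicate spots kept apart, a choice made after seeing the data. With the same dye orientation on both arrays, a repeatable dye difference would pass as well. From the heatmap of these genes, the paper concludes that the increase it describes after rhLRG1 marks highly responsive hub DEGs.

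**Figure D2:**
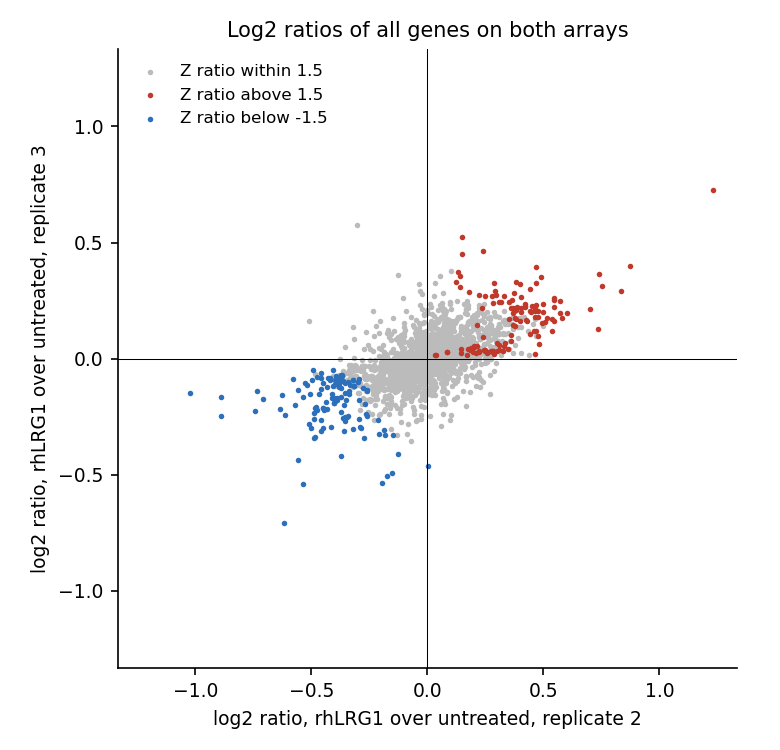
Log2 ratio of rhLRG1-treated over untreated cells of each gene on replicate 2 (x axis) and replicate 3 (y axis), after normexp and loess. Red genes have a Z ratio above 1.5 and blue genes below -1.5. RSRC2 is the point at 1.23 and 0.73.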

Subsequently, the enriched cellular processes associated with these 20 main DEGs after modulation with LRG1 were determined (Figure 3B). 

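LIFR, the receptor of leukemia inhibitory factor, was called higher in rhLRG1-treated cells, with a mean log2 ratio of 0.33 (SE 0.079, n = 2 arrays). OSMR, the receptor of oncostatin M, had a ratio of 0.24 (SE 0.056) and was not called. CSF2RB, the shared receptor chain of several hematopoietic cytokines, was called lower with -0.50 (SE 0.062), and the cytokine LIF stood at -0.12 (SE 0.056). Of 16 JAK-STAT genes, listed before the data were examined, 2 were called higher, LIFR and the kinase PIM1, and 1 lower. By limma 3 of these, LIFR, OSMR and CSF2RB, passed when adjusted over the list alone and 0 when adjusted over all genes, with 3 at an unadjusted p under 0.05. In the PI3K, AKT and mTOR cascade, 1 of 14 measured genes was called higher, RPS6, and 0 lower, and 9 had a ratio above 0, against 5 under median centring. The probe of RPS6 was dim, at a mean log2 brightness of 6.87. STK11, the kinase upstream of AMPK, had a ratio of 0.18 (SE 0.080), and PIK3CG, a catalytic subunit of PI3K, 0.13 (SE 0.062), but these lay at -0.083 and -0.031 under median centring. The kinase AKT1 stood at -0.14 (SE 0.069). No member passed limma over the list alone or over all genes (0 at an unadjusted p under 0.05). Against the array's own genes, neither list held more calls than the rest at an adjusted p under 0.05 (one-sided Fisher's exact test, adjusted p = 0.844 for JAK-STAT and 1 for PI3K). Nor did their ratios pass as a set by camera, at an adjusted p of 0.988 and 0.779. Without replicate 2, LIFR (Z ratio 1.45) and PIM1 (1.47) were not called and OSMR was called higher (1.68), and RPS6 was not called (1.38), which left 0 calls in the PI3K list. CSF2RB (Z ratio -1.41) and LIFR (1.46) were not called with plain subtraction, nor RPS6 (0.0249 to 1.000) with print-tip loess, the net intensities or loess-normalized channels, nor PIM1 (0.803 to 1.31) with print-tip loess or loess-normalized channels. OSMR (1.62 to 1.67) was called higher with print-tip loess or loess-normalized channels, and STK11 (1.68) higher with the net intensities. JAK-STAT calls numbered 1 with plain subtraction, and PI3K calls 0 with print-tip loess and loess-normalized channels and 2 with plain subtraction and the net intensities.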

Functional analysis highlighted the activation of key oncogenic signaling pathways, particularly the PI3K-Akt and JAK-STAT pathways. Likewise, a significant enrichment was observed in processes related to innate immunity and intercellular communication, including the signaling of RIG-I-like receptors, Toll-like receptors, and cytokine–receptor interaction. These findings suggest that rhLRG1 acts as a modulator of the inflammatory and survival response in this model of breast adenocarcinoma.

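IFNA8 and IFNA21, type I interferons of antiviral defense, were called higher in rhLRG1-treated cells, with mean log2 ratios of 0.40 (SE 0.083, n = 2 arrays) and 0.18 (SE 0.079). IFNA5 and IFNB1 of the same family were called lower, at -0.44 (SE 0.13) and -0.27 (SE 0.072), so 4 of 8 measured type I interferons were called, in both directions. The sequences of this gene family are close, so it is uncertain which member each of these probes measured. CXCL10, a chemokine induced by interferons, was the 1 call among 10 interferon-stimulated genes and was lower (-0.44, SE 0.14). EIF2AK2, a kinase activated by double-stranded RNA, stood at 0.13 with spots that differ more than 4-fold in brightness, and IRF1, a transcription factor of interferon responses, at 0.059, or -0.044 under median centring. IFI6, an interferon-induced mitochondrial protein, had probes of opposite sign and a ratio of -0.092 on replicate 2 and 0.20 on replicate 3. TNFAIP3, which restrains NF-kB, was called higher (0.38, SE 0.10), while the cytokine TNF (-0.26) and the inhibitor NFKBIA (-0.27, but 0.12 under median centring) were called lower. In the list of NF-kB components and targets, 1 of 13 was called higher and 3 lower. Adjusted over the list alone, limma passed 3 interferons (IFNA8, IFNB1 and IFNA5), 0 interferon-stimulated genes and 3 NF-kB genes (TNFAIP3, TNF and NFKBIA), and 0 in each list over all genes, with 3, 1 and 4 at an unadjusted p under 0.05. Calls were over-represented in none of the lists by Fisher's exact test (adjusted p = 0.204, 1 and 0.264), and camera's adjusted p was 0.988, 0.988 and 0.779. Without replicate 2, 1 of the interferons was called, IFNA8, as the Z ratios of IFNA5, IFNB1 and IFNA21 were -1.45, -1.39 and 1.34, and CXCL10 (-1.08) lost its call while IFI6 was called higher (1.61). The NF-kB list then held 2 calls, without TNFAIP3 (1.35) and RELA (-0.847), and 3 without replicate 3, where NFKBIA stood at -1.12. NFKBIA (Z ratio -0.911 to -1.28) was not called with no background correction, plain subtraction or the net intensities, nor TNF (-1.26) with plain subtraction, nor RELA (-1.11 to -1.40) with print-tip loess or loess-normalized channels. IFNA21 (1.24) was not called with loess-normalized channels. NF-kB calls numbered 2 with plain subtraction.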

### 2.4. Functional Cellular Enrichment Analysis to Identify Cell Signaling Pathways Regulated by LRG1 in Breast Cancer Cells

To explore plausible mechanisms involved in the effects of rhLRG1 treatment on MDA-MB-231 cells, comprehensive functional cellular enrichment analyses were conducted utilizing the Gene Ontology (GO) and the Kyoto Encyclopedia of Genes and Genomes (KEGG) platforms. These in silico analyses aimed to identify and characterize LRG1-modulated or -activated cell signaling pathways. 

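RGL2, an exchange factor for Ral GTPases, was called higher in rhLRG1-treated cells (mean log2 ratio 0.30, SE 0.060, n = 2 arrays). PAK1, a kinase downstream of Rac, was called lower (-0.31, SE 0.058), as was NF1, which switches RAS off (-0.22, SE 0.074). Among the 24 measured genes of the RAS and MAPK cascade, 3 were called higher and 2 lower, where 3.18 calls would be the share of the whole array. Their median ratio was -0.0022 and their mean 0.014, with 11 above 0 and 13 below, and -0.095 and -0.047 under median centring, with 9 above and 15 below. Limma passed 2 of them, RGL2 and PAK1, when adjusted over the list alone, 0 over all genes and 5 at an unadjusted p under 0.05. The test of over-representation within the array gave an adjusted p of 0.587, and camera 0.988. With replicate 3 left out 3 of the list were called, without PAK1 (Z ratio -0.867) and NRAS (1.33), and NF1 was not called without replicate 2 (-1.08). NRAS (Z ratio 1.12 to 1.32) was not called with no background correction or plain subtraction, nor RGL2 (1.28 to 1.42) with no background correction, plain subtraction or the net intensities, nor PAK1 (-0.692) with plain subtraction. NF1 (-0.925 to -1.39) was not called with plain subtraction or loess-normalized channels. Of the list, the number called was 1 with plain subtraction and 3 with no background correction and loess-normalized channels.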

The initial functional cellular enrichment analysis, focused on a subset of hub DEGs comprising known oncogenes and tumor-suppressor genes (Figure 4), revealed significant enrichment for the PI3K, RAS, and MAPK pathways. Additionally, upregulated key hub DEGs, including *IGF2*, *HRAS*, *FGF8*, and *ANGPT2*, were identified. 

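HRAS, a GTPase that relays growth signals, had a mean log2 ratio of 0.21 (SE 0.072, n = 2 arrays) and a Z ratio of 0.848, so it was not called, while the authors' net intensities gave a Z ratio of 2.29 and median centring a log2 ratio of -0.049. ANGPT2, a ligand of the endothelial receptor TEK, stood at 0.12 (SE 0.061) with a Z ratio of 1.18, against 2.18 from the net intensities and a log2 ratio of -0.033 under median centring. IGF2, an insulin-like growth factor, had a ratio of 0.11 (SE 0.063) and a Z ratio of 1.15, and lay at -0.040 under median centring. FGF8, a fibroblast growth factor, was called higher with a Z ratio of 2.77 at a log2 ratio of 0.14 (SE 0.066), but its spots differ more than 4-fold in brightness and its Z ratio from the net intensities was 0.472. In limma the adjusted p of these genes lay between 0.185 and 0.340. FGF8 (Z ratio 0.244 to 0.951) was not called with print-tip loess or loess-normalized channels. IGF2 (1.71) was called higher with no background correction, and HRAS (1.85) higher with print-tip loess.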

A subsequent biologic-focused cellular enrichment analysis was performed to correlate the above-mentioned pathways with clinically relevant phenomena, such as drug resistance or the disruption of hub DEGs central to oncogenic processes (Figure 5). As a result, several breast cancer-specific hub DEGs with functional relevance to the modulation of key cancer progression hallmarks were identified (Figure 5A). Moreover, the analysis indicated enriched pathways including apoptosis, RAS signaling, chemical carcinogenesis-receptor activation, PI3K/AKT signaling, and general cancer-related signaling pathways (Figure 5B). 

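GSTA4, which conjugates glutathione to products of lipid peroxidation, was called lower in rhLRG1-treated cells, with a mean log2 ratio of -0.49 (SE 0.13, n = 2 arrays). GSTM3 (-0.22) was called lower as well, and GSTP1 stood at -0.17 (SE 0.060). All 7 measured glutathione S-transferases had a ratio below 0, with a median of -0.17. Under median centring and without replicate 3, 6 of them did, with medians of -0.34 and -0.29. Plain subtraction left all 7 below 0 with a median of -0.40. By camera the adjusted p of this family was 0.0527, and 0.990 with an estimated correlation. That correlation cannot be estimated well from 2 arrays, so the 0.990 does not weigh against the family. With the preset correlation, other processing gave it an adjusted p from 0.00252 with the authors' net intensities to 0.430 under median centring, and under 0.05 also with plain subtraction (0.00606), without background correction (0.0145) and with print-tip loess (0.0497). Among cytochromes P450, UGTs and drug transporters, 4 of 22 were called higher, the quinone reductase NQO1 and CYP1A1 among them, and 3 lower. CYP2A6, a hepatic cytochrome that oxidizes nicotine, was called higher (0.27, SE 0.11), as was ABCB4, a phospholipid transporter whose spots differ more than 4-fold in brightness (0.40, SE 0.10). CYP2C19, which metabolizes many drugs (-0.36), CYP1B1, which oxidizes estrogens (-0.31), and CYP4A11, a fatty acid hydroxylase (-0.30), were called lower. Adjusted over the list alone, limma passed 0 transferases and 4 of the cytochrome list (CYP2C19, CYP1A1, CYP1B1 and CYP4A11), and 0 of either over all genes, with 4 and 8 at an unadjusted p under 0.05. Fisher's exact test gave adjusted p = 0.610 for the transferases and 0.204 for the cytochrome list, where camera gave 0.779. Over all 26 lists tested, 0 passed either test, and the smallest adjusted p of fry, another gene set test, was 0.101. Calls lost when an array was left out are those of GSTM3 and CYP2A6, with Z ratios of -1.04 and 1.06 without replicate 2, and of CYP1B1 and CYP1A1, with -1.32 and 1.28 without replicate 3, while GSTP1 was called lower without replicate 2 (-1.58) and CYP2E1 (-1.53) without replicate 3. CYP1A1 (Z ratio 0.912 to 1.24) was not called with no background correction, plain subtraction or the net intensities, nor CYP2A6 (1.34) and CYP4A11 (-1.14) with plain subtraction, nor CYP1B1 (-0.640 to -1.34) with plain subtraction, print-tip loess or the net intensities. NQO1 (1.08 to 1.253) was not called with plain subtraction, the net intensities or loess-normalized channels, nor GSTM3 (-1.06 to -1.38) with print-tip loess, the net intensities or loess-normalized channels. CYP2E1 (-1.59 to -1.77) was called lower with plain subtraction or the net intensities. Transferase calls numbered 1 with print-tip loess and loess-normalized channels, and those of the cytochrome list 3 with plain subtraction.

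**Figure D3:**
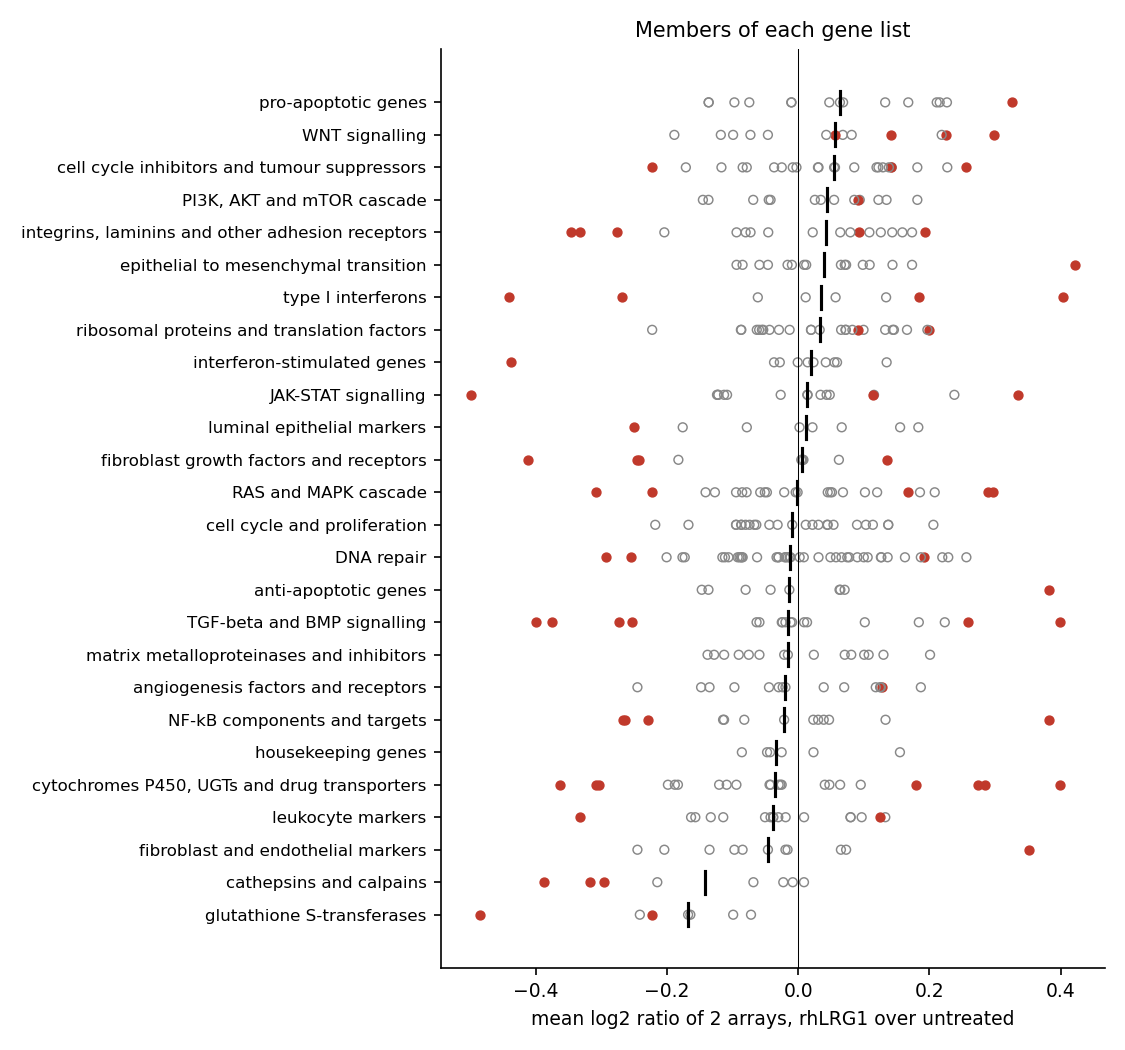
Mean log2 ratio of rhLRG1-treated over untreated cells (x axis) of each member of the 26 gene lists (y axis), after normexp and loess. Each circle is a gene, red where its Z ratio is beyond 1.5, and the bar is the list's median. The 7 glutathione S-transferases all lie below 0, and 6 do under median centring.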

Altogether, these findings support that rhLRG1 treatment induces significant transcriptional changes converging on signaling pathways able to regulate cellular proliferation, survival, and mechanisms of therapeutic resistance within the context of breast cancer.

Building upon the previous cellular enrichment findings (Figure 5), a targeted examination of hub DEGs (with a fold-change greater than 1) was performed to delineate LRG1-induced transcriptional modulations within the identified biological processes (Figure 6). 

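CASP10, an initiator caspase, had a mean log2 ratio of 0.21 (SE 0.062, n = 2 arrays), HRK, a pro-apoptotic BCL-2 family member, 0.22 (SE 0.084), and BNIP3L, a mitophagy receptor whose spots differ more than 4-fold in brightness, 0.23, and none of them was called. Of 15 measured pro-apoptotic genes 1 was called higher and 0 lower, and 9 had a ratio above 0, but 6 under median centring. BIRC5, an inhibitor of apoptosis, stood at -0.080 (SE 0.059), or 0.069 under median centring. Among 9 anti-apoptotic genes 1 was called higher, the NF-kB inhibitor TNFAIP3, and 0 lower. CTSV, CTSF and CTSK, cysteine proteases of the lysosome, were called lower in rhLRG1-treated cells at -0.39 (SE 0.099), -0.32 (SE 0.11) and -0.30 (SE 0.11), and the related CTSL had -0.21 (SE 0.058). 7 of the 8 measured cathepsins and calpains had a ratio below 0, and 6 did under median centring, print-tip loess or the authors' net intensities. Camera's adjusted p was 0.733 for the pro-apoptotic list, 0.988 for the anti-apoptotic list and 0.229 for the cathepsins, the last running over the alternatives from 0.0464 with plain subtraction of the background to 0.990 with an estimated correlation. Since 2 arrays are too few to estimate that correlation well, the 0.990 does not weigh against the cathepsins. The exact test of over-representation gave adjusted p = 1, 1 and 0.264. Limma passed 0 genes in each list, adjusted over the list alone or over all genes, with 4, 1 and 4 at an unadjusted p under 0.05. Without replicate 2 the cathepsins and calpains held 1 call, CTSV, as CTSF and CTSK had Z ratios of -1.005 and -0.831. The pro-apoptotic list held 0 calls without replicate 2 and 2 without replicate 3, where HRK was called higher (1.56), and TNFAIP3 gave way to BCL2, called lower (-1.62), among the anti-apoptotic genes without replicate 2. HRK (Z ratio 1.70) was called higher with print-tip loess, and BNIP3L (1.56 to 1.87) higher with print-tip loess, the net intensities or loess-normalized channels. Pro-apoptotic calls numbered 0 with no background correction and 3 with print-tip loess.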

The findings showed that hrLRG1 exerts a transcriptional DEG shift, suggesting an opposite regulation over pro-apoptotic activation genes associated with pro-apoptotic signaling and cell survival pathways in MDA-MB-231 (Figure 6A). 

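CASP8, the caspase that starts death receptor signaling, was called higher in rhLRG1-treated cells, with a mean log2 ratio of 0.33 (SE 0.086, n = 2 arrays) and a Z ratio of 1.87, which was 1.20 and no call with the authors' net intensities. NRAS, a GTPase of growth signaling, was called higher with a ratio of 0.29 (SE 0.067) and a Z ratio of 1.55, close to the threshold. BAD, which opposes the survival proteins of the BCL-2 family, had a ratio of 0.13 (SE 0.060) and a Z ratio of 0.573, and lay at -0.031 under median centring. MCL1, a survival protein of that family, stood at -0.013 (SE 0.057), with 0.017 on replicate 2 and -0.043 on replicate 3, and was not called. Their adjusted p in limma ran from 0.155 to 0.912. CASP8 was not called without replicate 2 (Z ratio 1.20), nor NRAS without replicate 3 (1.33). CASP8 (Z ratio 0.989 to 1.39) and NRAS (1.12 to 1.32) were not called with no background correction or plain subtraction.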

Key examples of this activation include CASP8, which is a critical initiator caspase in the extrinsic (death receptor) apoptotic pathway; NRAS, which is implicated in various signaling pathways, with specific roles in promoting apoptosis depending on the cellular context; BAD, which is a pro-apoptotic member of the BCL-2 family that facilitates cytochrome C release; and MCL1, a critical anti-apoptotic protein that inhibits the function of pro-apoptotic BCL-2 family members. These data collectively support the notion that rhLRG1 can induce a pro-apoptotic effect in MDA-MB-231 cells. This transcriptional signature evokes an active shift in the cellular survival balance towards programmed cell death, representing a potential therapeutic mechanism of action for rhLRG1.

The analysis of hub DEGs within the PI3K signaling pathway revealed a complex and bifurcated pattern of gene regulation following treatment with rhLRG1, which may affect crucial aspects of cellular behavior and interaction with the tumor microenvironment. The overexpression of several hub DEGs driving critical cell signaling processes was observed. Specific overexpressed genes include *BAD*, *TSC1*, *ANGPT2*, and *PGF*; cell proliferation genes such as *NRAS* and *IGF2*; and protein synthesis genes such as *RPS6*. In contrast, the data also indicated the downregulation of other essential pathway components and genes related to the cellular microenvironment, potentially implying the inhibition of specific branches or functions. Moreover, the findings also showed downregulation of hub DEGs involved in cell adhesion and extracellular matrix interaction, including *ITGB4*, *ITGA7*, and *LAMB1*.

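RPS6, a ribosomal protein phosphorylated downstream of mTOR, had a Z ratio of 2.31 and was called higher in rhLRG1-treated cells at a mean log2 ratio of 0.092 (SE 0.060, n = 2 arrays). With the authors' net intensities its Z ratio was 1.000, and its log2 ratio lay just below 0 under print-tip loess. TSC1, which restrains mTOR as part of the tuberous sclerosis complex, stood at 0.055 (SE 0.056, Z ratio 0.329), or -0.17 under median centring, and was not called. RPL22, another ribosomal protein, was called higher with a ratio of 0.20 (SE 0.081), from spots that differ more than 4-fold in brightness. The probes of RPS6 and RPL22 were dim, at a mean log2 brightness of 6.87 and 6.94, and calls were more frequent among dim probes. RPL9 had 0.20 (SE 0.067), or -0.047 under median centring, RPS3 0.17 (SE 0.060) and RPL35A -0.22 (SE 0.060), with no call. Of 25 ribosomal proteins and translation factors, 2 were called higher and 0 lower. Adjusted over the list alone, 0 passed limma, as over all genes, with 5 at an unadjusted p under 0.05. Fisher's exact test and camera gave the list an adjusted p of 1 and 0.733. Neither RPS6 (Z ratio 1.38) nor RPL22 (1.49) was called without replicate 2, where 1 member was, RPS19 (1.56). RPS6 (Z ratio 0.0249 to 1.000) was not called with print-tip loess, the net intensities or loess-normalized channels, nor RPL22 (0.902 to 1.35) with print-tip loess or loess-normalized channels. RPL35A (-1.78) was called lower with print-tip loess. Ribosomal calls numbered 0 with loess-normalized channels and 1 with print-tip loess and the net intensities.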

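LAMB1, a laminin chain of the basement membrane, was called lower in rhLRG1-treated cells, with a mean log2 ratio of -0.35 (SE 0.11, n = 2 arrays). ITGB4, the integrin chain of hemidesmosomes, was called lower too, at -0.28 (SE 0.088). ITGA7, a laminin-binding integrin chain, had a ratio of 0.093 (SE 0.066) and a Z ratio of 2.97, a call of higher that turned to -3.28 with the authors' net intensities. Its log2 ratio was -0.61 with plain subtraction, -0.050 under print-tip loess and -0.92 from the net intensities, so its direction rests on the processing. VTN, the adhesive plasma protein vitronectin, was called lower (-0.33, SE 0.075). CDH5, the cadherin of endothelial junctions, stood at -0.20 (SE 0.084) and was not called. In all, 2 of 18 measured integrins, laminins and other adhesion receptors were called higher, ITGA7 and the cadherin CDH13, and 3 lower. The list had an adjusted p of 0.264 for over-representation of calls by Fisher's exact test and of 0.988 by camera. 0 members passed limma, adjusted over the list alone or over all genes, and 5 had an unadjusted p under 0.05. Leaving out replicate 2 ended the calls of LAMB1 (Z ratio -1.03), ITGB4 (-1.10) and ITGA7 (1.42) and gave calls of higher to the integrin chains ITGA2B (2.22) and ITGB3 (2.22), so that 3 of the list were called higher and 1 lower. Leaving out replicate 3 gave CDH5 a call of lower (-1.59). VTN (Z ratio -1.45) was not called with plain subtraction, nor ITGA7 (-0.285 to 1.06) with plain subtraction, print-tip loess or loess-normalized channels, nor CDH13 (0.511 to 1.30) with print-tip loess or loess-normalized channels. CDH5 (-1.89 to -2.41) was called lower with plain subtraction or the net intensities. Adhesion calls numbered 3 with print-tip loess and loess-normalized channels.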

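STAT5B, a transcription factor of cytokine and growth hormone signaling, had a mean log2 ratio of 0.043 (SE 0.057, n = 2 arrays) and a Z ratio of 0.279, so it was not called. The authors' net intensities gave it a Z ratio of 2.28, a call of higher, while median centring gave a log2 ratio of -0.18. NFKB1, a DNA-binding subunit of NF-kB, stood at 0.023 (SE 0.056) with a Z ratio of 0.0763, or 0.651 from the net intensities, and lay at -0.21 under median centring. By limma the adjusted p was 0.673 for STAT5B and 0.825 for NFKB1. STAT5B (Z ratio 2.28) was called higher with the net intensities.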

In rhLRG1-treated MDA-MB-231 cells, there was an over-expression of hub DEGs such as *BAD* and *STAT5B*, related to the regulation of apoptosis and cell proliferation, and *NRAS*, *IGF2*, and *NF-kB*, key activators of cell growth, proliferation signals, and survival through cascades such as MAPK and PI3K. Other hub DEGs found to be overregulated, such as *PGF* and *IFNA21*, are related to angiogenesis, indicating a promotion of the formation of new blood vessels essential for tumor progression. 

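PGF, a placental growth factor that binds VEGF receptors, had a mean log2 ratio of 0.070 (SE 0.056, n = 2 arrays) in rhLRG1-treated over untreated cells and a Z ratio of 0.0432. It was not called, nor with the authors' net intensities (Z ratio 1.45), and its log2 ratio was -0.20 under median centring. FLT4, the receptor of lymphatic endothelium, stood at 0.19 (SE 0.056), and the receptor TEK at -0.13 (SE 0.056). THBS2, an inhibitor of vessel growth, had -0.15 (SE 0.064), or 0.069 with the net intensities. Among 15 angiogenesis factors and receptors, 1 was called higher (VEGFA) and 0 lower. Adjusted over the list alone 0 passed limma, as over all genes, and 2 had an unadjusted p under 0.05. For the list, Fisher's exact test gave an adjusted p of 1 and camera one of 0.988. Without replicate 2, VEGFA was not called (Z ratio 1.47) and 2 others of the list were, PDGFA higher (1.63) and PDGFRA lower (-1.69). VEGFA (Z ratio 0.0420 to 0.887) was not called with print-tip loess or loess-normalized channels, and its Z ratio turned to -0.784, no call, with the net intensities. PDGFRA (-1.60 to -1.64) was called lower with print-tip loess or loess-normalized channels.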

The overexpression of *SMAD2* and TGFb1 DEGs could regulate apoptosis and the modulation of the tumor microenvironment. In contrast, DEGs like *BCL2*, known for its role in inhibiting apoptosis, showed a reduction in expression, implying lower resistance to programmed cell death and the downregulation of *LAMB1*, *GSTM1*, and *GSTM5*. 

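SMAD2, which carries TGF-beta signals to the nucleus, was called higher in rhLRG1-treated cells with a mean log2 ratio of 0.40 (SE 0.085, n = 2 arrays) and a Z ratio of 1.98. TGFB1, the cytokine itself, stood at 0.0092 (SE 0.057), with 0.034 on replicate 2 and -0.016 on replicate 3, at -0.21 under median centring and below 0 without background correction. SMAD5, which serves BMP receptors, was called lower (-0.37, SE 0.075), as were INHA, the alpha chain of inhibins (-0.40, SE 0.071), and ID2, an inhibitor of differentiation (-0.27, SE 0.099). In the list of TGF-beta and BMP signaling, 2 of 18 genes were called higher, SMAD2 and the receptor ACVRL1, and 4 lower, the receptor ACVR1B among them. Limma passed 6 of them adjusted over the list alone and 0 over all genes, with 8 at an unadjusted p under 0.05. Over-representation of calls had an adjusted p of 0.204 by Fisher's exact test, and camera, which asks for one direction, gave 0.988. ID2 lost its call without replicate 2 (Z ratio -0.606), and ACVRL1 (1.19) and ACVR1B (-1.03) did without replicate 3. ACVRL1 (Z ratio 0.853 to 1.17) was not called with no background correction, plain subtraction or the net intensities, nor ACVR1B (-0.725 to -1.40) with plain subtraction or the net intensities, nor ID2 (-0.980 to -1.33) with print-tip loess or the net intensities. TGF-beta and BMP calls numbered 3 with the net intensities.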

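BCL2, the survival protein that inhibits apoptosis, had a mean log2 ratio of -0.15 (SE 0.060, n = 2 arrays) from probes of opposite sign, and its Z ratio of -0.892 gave no call. GSTM5, a glutathione S-transferase of detoxification, stood at -0.24 (SE 0.091) with a Z ratio of -1.05, and GSTM1 of the same class at -0.16 (SE 0.078) with -0.521. With the authors' net intensities both transferases were called lower, with Z ratios of -2.73 and -2.10. In limma the adjusted p of BCL2, GSTM5 and GSTM1 was 0.228, 0.212 and 0.285. BCL2 was called lower without replicate 2 (Z ratio -1.62). GSTM1 (Z ratio -2.10 to -2.12) and GSTM5 (-2.73 to -2.91) were called lower with plain subtraction or the net intensities.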

Hub DEGs responsible for interaction with the microenvironment and cellular detoxification were also observed, which could limit the ability of cells to resist chemotherapeutic agents. Furthermore, the decrease in hub DEGs related to the transduction of cell growth and proliferation signals, such as *FGF3*, *FGF20*, and *MAP2K*, may indicate attenuation of signals that favor tumor expansion.

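FGF3, a fibroblast growth factor of development, was called lower in rhLRG1-treated cells, with a mean log2 ratio of -0.41 (SE 0.065, n = 2 arrays) and -0.49 and -0.34 on the arrays. FGF20 of the same family was called lower at -0.25 (SE 0.069), as was the receptor FGFR4 at -0.24 (SE 0.086). FGF4 stood at -0.18 (SE 0.062) and was not called. MAP2K1, the kinase that activates ERK, had a ratio of -0.094 (SE 0.058), a Z ratio of -0.870 and no call. Of 10 measured fibroblast growth factors and receptors, 1 was called higher (FGF8) and 3 lower, with a median ratio of 0.0056 and a mean of -0.086, or -0.097 and -0.12 under median centring. Calls in this family had an adjusted p of 0.214 by Fisher's exact test, which ran over the alternatives from 0.0437 (5 called) without background correction, the one under 0.05, to 1 (2 called) with loess-normalized channels, chosen after seeing the data. Camera gave 0.733. By limma 1 member, FGF3, passed adjusted over the list alone and 0 over all genes, with 4 at an unadjusted p under 0.05. FGF20 (Z ratio -1.44) and FGFR4 (-0.886) were not called without replicate 2, while FGF12 was called higher (1.63), which gave 2 higher and 1 lower in the family. FGFR4 (Z ratio -1.10 to -1.49) was not called with plain subtraction or loess-normalized channels, nor FGF20 (-1.45) with print-tip loess, nor FGF8 (0.244 to 0.951) with print-tip loess, the net intensities or loess-normalized channels. FGF12 (2.77 to 3.48) was called higher with no background correction or plain subtraction. Calls in the family numbered 2 with print-tip loess and loess-normalized channels.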

### 2.5. Confirmation of Hub DEGs Profile in Breast Cancer Cells Treated with LRG1

To validate and confirm the data from rhLRG1-stimulated MDA-MB-231 cells observed in the transcriptomic analysis using microarrays, we analyzed the gene expression of specific DEGs by real-time qRT-PCR. We identified an increase in gene transcripts after 24 h of treatment with hrLRG1, ranging from 5- to 60-fold in comparison with untreated MDA-MB-231 cells. As shown in Figure 7, we selected the following specific DEGs: *CD74*, *FGF8*, *VEGF*, *MAP3K7*, *CLU*, *ITGA7*, *HSD17B*, *ETV7*, *PI3K*, and *HRAS* DEGs. Indeed, there was no statistically significant difference when comparing the groups (*CD74*, 6.7-fold and *p* = 0.9983; *FGF8*, 20.7-fold and *p* = 0.3502; *VEGF*, 2.8-fold and *p* = 0.9593; *MAP3K7*, 5.4-fold and *p* = 0.9326; *CLU*, 5.4-fold and *p* = 0.8901; *ITGA7*, 68.3-fold and *p* = 0.2635; *HSD17B*, 8-fold and *p* = 0.9136; *ETV7*, 11-fold and *p* = 0.8633; *PI3K*, 7.2-fold and *p* = 0.7672; and *HRAS*, *7*.2-fold and *p* = 0.8687). The housekeeping gene expression level of beta-actin did not show any changes under these same conditions. Although we did not observe statistically significant differences, our data indicate that LRG1 is protein-specific and has the ability to induce selective and specific hub DEGs involved in PI3K, RAS, MAPK, and apoptosis signaling pathways, as well as in pathways in cancer, in human breast cancer cells, which can explain, in part, the progression of the breast carcinogenesis process.

## 3. Discussion

Breast cancer remains a major global health concern. Significant challenges persist in identifying and implementing treatments capable of achieving complete disease remission and preventing cancer recurrence [35,36]. LRG1 protein has been extensively documented in the literature for its role in modulating various oncogenic cellular processes, including proliferation, migration, invasion, and metastasis. In the context of breast cancer, LRG1 functions as a significant diagnostic and prognostic biomarker, with elevated protein levels correlating with both early and advanced stages of malignancy, as well as reduced disease-free survival and overall survival [37]. The current investigation corroborates and extends these prior observations by demonstrating that exogenous treatment with rhLRG1 directly increases the viability and enhances the migratory capacity of the MDA-MB-231 breast cancer cell line. Furthermore, this study successfully identified key hub DEG profiles that elucidate the molecular mechanisms underlying this biological impact. These transcriptional analyses point to the modulation of cellular signaling pathways centrally involved in the development and progression of breast tumors. In particular, the observed effects on cell viability and migration, coupled with the transcriptional changes in pathways related to apoptosis, proliferation, and microenvironment interaction, position LRG1 as an interesting factor in driving the aggressive phenotype of breast cancer cells.

LRG1 has been described to influence cellular regulatory mechanisms through the SRC/STAT3/VEGFA, TGF-β1, and RUNX1 signaling pathways [25,31,38]. We demonstrated herein that LRG1 enhances both cell viability and migration in MDA-MB-231 cells (Figure 1 and Figure 2). Indeed, there is a positive correlation between LRG1 expression and breast cancer prognosis [22]. An elevated expression of LRG1 was observed in breast cancer samples, and LRG1 expression was associated with the number of lymphatic metastases [22]. In this regard, our present findings provide significance to the increased expression of LRG1 in immortal and tumorigenic cells, which closely resemble malignant breast lesions.

To understand the LRG1 regulatory genetic network, we analyzed the transcriptomic data obtained from the microarray assays in MDA-MB-231 cells (Figure 3) and performed a cellular enrichment analysis to identify target cell signaling pathways (Figure 4). The results identified hub DEGs involved in the activation of signaling pathways relevant to cancer progression, such as PI3K, MAPK, and RAS. Whereas these findings agree with studies from other research groups [39,40], our findings are novelty in reporting upregulated hub DEGs involved in cell proliferation (*NRAS*, *STAT5B*, *IGF2*), angiogenesis (*PGF*, *ANGPT2*), and survival (*CASP8*, *BAD*), and downregulated ones regulating functions such as apoptotic resistance (*BCL2*, *MCL1*) and cell adhesion (*LAMB1*, *ITGB4*).

Biologically focused cellular enrichment analysis revealed the activation of key processes in cancer progression, such as apoptosis, PI3K signaling, transcriptional dysregulation in cancer, RAS signaling, MAPK signaling, and general cancer-related signaling pathways. Consequently, this finding reinforces the role of LRG1 treatment in modulating these key molecular pathways (Figure 5).

We identified upregulated and downregulated key hub DEGs regulating biological processes (Figure 6). For the former, *ANGPT2*, *BAD*, *CASP8*, *CD74*, *CLU*, *ETV7*, *FGF8*, *HRAS*, *HSD17B*, *IGF2*, *MAP3k7*, *NRAS*, *STAT5b*, *TSC1*, *PGF*, *RPS6*, *PI3K*, *PDPK1*, *ITGB4*, *ITGA7*, *LAMB1*, *IFNA21*, *SMAD2*, *TGF-β1*, and *VEGF* were found, which are of interest due to their involvement in the regulation of pro-apoptotic signaling and cell survival.

The angiopoietin-2 (ANGPT2) expression levels are proportional to the cancer stage for both small and non-small cell lung cancers. It has also been implicated in hepatocellular and endometrial carcinoma-induced angiogenesis [41]. The BCL2-associated agonist of cell death (BAD) protein is a pro-apoptotic member of the Bcl-2 gene family, which is involved in initiating apoptosis [42]. BAD is a member of the BH3-only family, a subfamily of the Bcl-2 family. It lacks a C-terminal transmembrane domain for outer mitochondrial membrane and nuclear envelope targeting [42]. After activation, BAD is able to form a heterodimer with anti-apoptotic proteins and prevent them from stopping apoptosis. *CASP8* gene encodes a member of the cysteine–aspartic acid protease (caspase) family. Sequential activation of caspases plays a central role in the execution phase of cell apoptosis [43]. Recently, it has been reported that CASP8 may potentially serve as a biomarker for high-risk prostate cancer and possibly renal cancer [44].

CD74 (HLA gamma chain or HLA-DR invariant chain) is a polypeptide which plays a critical role in antigen presentation for generation of CD4+ T cell responses [45]. CD74 is a cell surface receptor for the cytokine macrophage migration inhibitory factor (MIF). Recently, it has been reported that MIF was highly expressed in cancer-associated fibroblasts and cancer cells from pancreatic ductal adenocarcinoma [46]. CLU is an extracellular molecular chaperone protein which binds to misfolded proteins in body fluids to neutralize their toxicity and mediate their cellular uptake by receptor-mediated endocytosis. There is evidence identifying CLU as an upstream regulator of pro-metastatic adhesion–cytoskeleton signaling in breast cancer cells. [47]. E26 transformation-specific variant transcription factor 7 (ETV7) is a member of E26 transformation-specific (ETS) transcription factor family. ETS networks interact with co-regulatory partners to elicit gene-specific responses and drive distinct biological processes. ETV7 is overregulated in several malignancies. In breast cancer, ETV7 suppresses inflammation by downregulating TNFRSF1A/NF-kB axis [48].

The *HRAS* and *NRAS* proto-oncogenes are members of the *RAS* gene family. These *RAS* genes have GTP/GDP binding and GTPase activity, and their normal function may be as G-like regulatory proteins involved in the normal control of cell growth [49]. *HRAS* mutations are associated with increased PD-1/PD-L1 and TCF1 expression, inducing a potential sensitivity to immunotherapy in head and neck squamous-cell carcinoma [50]. Fibroblast growth factor 8 (FGF8) is a protein that belongs to the fibroblast growth factor (FGF) family. FGF proteins are multifunctional signaling molecules with broad mitogenic and cell survival activity, playing critical roles in embryonic development, cell proliferation, morphogenesis, tissue repair, and tumor progression [51]. It has been reported that FGF8, and associated hub DEGs, help in the progression of ovarian cancer, and their overexpression may lead to higher immune infiltration, poor prognosis, and poor survival [52]. Insulin-like growth factor 2 (IGF2) is one of three protein hormones that share structural similarity to insulin. IGF2 is sometimes produced in excess in islet cell tumors and non-islet hypoglycemic cell tumors, causing hypoglycemia. Doege–Potter syndrome is a paraneoplastic syndrome in which hypoglycemia is associated with the presence of one or more non-islet fibrous tumors in the pleural cavity [53].

17β-Hydroxysteroid dehydrogenase (HSD17B, 17β-HSD or 17-KSR) is an alcohol oxidoreductase which catalyzes the reduction of 17-ketosteroids and the dehydrogenation of 17β-hydroxysteroids in steroidogenesis and steroid metabolism. Previous evidence indicates that transcription factor GATA1 activates HSD17B6 to inhibit cisplatin resistance in lung adenocarcinoma through DNA damage. Thus, the GATA1/HSD17B6 axis may be a potential therapeutic target for chemotherapy resistance in lung adenocarcinoma patients [54]. Signal transducer and activator of transcription type 5B (STAT5B) is a protein that belongs to STAT family of transcription factors [55]. STAT family members are phosphorylated by receptor-associated kinases and then form homo- or heterodimers that translocate to the cell nucleus where they act as transcription activators [55,56]. Tuberous sclerosis 1 (TSC1 or hamartin) is a protein that functions as a co-chaperone inhibiting the ATPase activity of the chaperone Hsp90 and functions as a facilitator of Hsp90 in chaperoning the kinase and non-kinase clients, preventing their ubiquitination and degradation in the proteasome [57]. TSC1, TSC2 and TBC1D7 form the TSC complex, which regulates mTORC1 signaling by functioning as a GTPase-activating protein (GAP) for the small GTPase Rheb, an essential activator of mTORC1. The TSC complex has been implicated as a tumor suppressor that has potential downstream impact of this regulation on normal cellular function and in human cancers [58].

The placental growth factor gene (*PGF*) is a member of the vascular endothelial growth factor (VEGF) family. PGF is expressed only in human umbilical vein endothelial cells, and the placenta. PGF is ultimately associated with angiogenesis during carcinogenesis processes [59]. Ribosomal protein S6 (RPS6, or eS6) is a component of the 40S ribosomal subunit and is therefore involved in translation [60]. Studies in mice have shown that phosphorylation of RPS6 regulates cell size, cell proliferation, and glucose homeostasis [60]. Phosphorylated RPS6 (p-RPS6) has been reported as the most differentially expressed protein between metastatic and non-metastatic colorectal cancer tissues, which was found to be positively correlated with EMT proteins and poor prognosis in colorectal cancer [61]. The 3-phosphoinositide-dependent protein kinase-1 (PDPK1) is a kinase for activation of AKT/PKB and many other AGC kinases, including PKC, S6K, and SGK. An important role for PDPK1 is in the signaling pathways activated by several growth factors and hormones, including insulin signaling; thus it is implicated in cellular processes including survival, metabolism and tumorigenesis. Previous reports have reported that responsiveness to PI3K pathway inhibition is associated with decreased expression of pigmentation genes and increased expression of cytokines and inflammatory genes, alluding to a method to stratify patients with melanoma for PI3K-based therapies [61].

Integrin beta 4 (*ITGB4* or *CD104*) is a gene that encodes the integrin beta 4 subunit. Integrins are heterodimers composed of alpha and beta subunits that are noncovalently associated transmembrane glycoprotein receptors. In hepatocarcinoma, it has been reported that PD-L1 directly interacts with ITGB4 to activate the FAK/AKT/mTOR signaling pathway, independent of its immune-regulatory functions. This interaction critically mediates sorafenib resistance [62]. Alpha-7 integrin or ITGA7 is an integrin critical for modulating cell–matrix interactions. In gliomas, key integrin-mediated genes have been identified that significantly contribute to poor prognosis through a combined approach of machine learning and protein–protein interaction. Through this network analysis it was demonstrated that ITGA7 can serve as a biomarker for gliomas [63].

Laminin subunit beta-1 (LAMB1) belongs to the laminins family which are extracellular matrix glycoproteins and are the major non-collagenous constituent of basement membranes. It has been reported that LAMB1 overexpression enhances cell viability, proliferation, and invasion and promotes glioma cell growth through regulation of the NF-κB/HK2 axis [64]. IFNA21 belongs to type I interferon-alpha (IFN-alpha) [65]. A comprehensive analysis to investigate the expression patterns and functional enrichment of interferon-related genes (IRGs) in glioma has been reported [61]. Notably, IFNA21 was markedly downregulated in glioma tissues compared to normal tissues, and higher expression level was associated with improved overall survival and disease-specific survival [66].

Mothers against decapentaplegic homolog 2 (SMAD2) mediates the TGF-β1 signaling pathway, regulating multiple cellular processes, such as cell proliferation, apoptosis, and differentiation [67]. TGF-β1 is a polypeptide member of the TGF-β cytokine superfamily. It is a secreted protein that performs many cellular functions, including the control of cell growth, cell proliferation, cell differentiation, and apoptosis. Modulatory influences on prognosis, tumor microenvironment, and therapeutic efficacy of TGF-β1 have been studied in colorectal cancer [68]. The evidence illustrates transcriptional and genetic alterations of TGF-β1 relevant genes, which are closely linked with carcinogenic pathways. Moreover, findings have allowed the construction of a novel TGF-β1 scoring model that could predict prognosis, liver metastasis tendency, and tumor microenvironment characteristics for colorectal cancer patients. Otherwise, TGF-β2 triggers the downstream SMAD2/3 signaling, whose inhibition by simvastatin (an HMG-CoA inhibitor) could enhance the cytotoxicity of NK cells against endometrial cancer cells [67].

Glutathione S-transferase Mu-1 and -5 (GSTM1 and GSTM5) are human glutathione S-transferases belonging to the mu class of enzymes that function in the detoxification of electrophilic compounds, including carcinogens, therapeutic drugs, environmental toxins, and products of oxidative stress, by conjugation with glutathione [69,70]. Null mutations of this mu class gene have been linked with an increase in several cancers, likely due to an increased susceptibility to environmental toxins and carcinogens [69]. On the other hand, mRNA expression levels of GSTM1-5 are substantially higher in estrogen-receptor-positive and progesterone-receptor-positive patients compared to receptor-negative patients with breast cancer [70]. Vascular endothelial growth factor (VEGF) is a signal protein produced by many cells that stimulates the formation of blood vessels. VEGF is a sub-family of growth factors from platelet-derived growth factor family of cystine-knot growth factors. They are important signaling proteins involved in angiogenesis processes. Previously the interaction between curcumin and IL-1β for VEGF secretion in breast cancer cell lines representing major breast cancer subtypes have been reported [71].

We also identified DEGs showing low expression, like *BCL-2* and *MCL1* able to inhibit apoptosis. BCL2 blocks programmed cell death by apoptosis, while other BCL-2 family members can either inhibit or induce it [72]. Gene-expression profiling revealed that *CDK11* knockdown significantly downregulated the anti-apoptotic factor BCL-2 [73]. Furthermore, studies show that overexpression of BCL-2 partially reversed the autophagy and the inhibition of proliferation and migration induced by *CDK11* knockdown [73]. Induced myeloid leukemia cell differentiation (MCL1) is a protein that belongs to Bcl-2 family. Alternative splicing occurs at this locus and two transcript variants encoding distinct isoforms have been identified. The longer gene product (isoform 1) enhances cell survival by inhibiting apoptosis, while the alternatively spliced shorter gene product (isoform 2) promotes apoptosis and is death-inducing [74]. Recently, it has been reported that MCL1 has a novel regulatory function in determining breast cancer-associated fibroblast subpopulation differentiation, and its role in modulating their pro-angiogenic properties, in response to treatment, has been highlighted [74].

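BDNF, a neurotrophin, had a mean log2 ratio of 0.21 (SE 0.056, n = 2 arrays) in rhLRG1-treated over untreated cells, with 0.23 and 0.19 on the arrays, and a Z ratio of 1.14 that gave no call. RELA, the transactivating subunit of NF-kB, was called lower at -0.23 (SE 0.081, Z ratio -1.69). PDGFRA, a receptor of platelet-derived growth factors, stood at -0.24 (SE 0.056, Z ratio -1.28) and was not called. Limma gave these genes an adjusted p between 0.155 and 0.190. No probe of the array carries the name ANGPTL4, the angiopoietin-like protein. Without replicate 2, RELA was not called (Z ratio -0.847) and PDGFRA was called lower (-1.69). RELA (Z ratio -1.11 to -1.40) was not called with print-tip loess or loess-normalized channels. BDNF (1.503 to 1.67) was called higher with print-tip loess or loess-normalized channels, and PDGFRA (-1.60 to -1.64) lower with print-tip loess or loess-normalized channels.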

Interestingly, within the RAS signaling pathway, we observed overexpression of key hub DEGs such as *BDNF*, *ANGPTL4*, *RELA*, *FGF3*, *FGF20*, *PDGFR*, *NF-κB*, *MAPK* in MDA-MB-231 cells treated with LRG1. Brain-derived neurotrophic factor (BDNF or abrineurin) is a member of the neurotrophin family of growth factors, which are related to the canonical nerve growth factor (NGF), a family which also includes NT-3 and NT-4/NT-5. Recently it has been reported that a dysregulated cytokine signaling and altered BDNF expression in cancer-related cognitive impairment among young adult cancer patients during and post-chemotherapy [75]. Angiopoietin-like 4 is a protein that is encoded by the *ANGPTL4* gene. Alternatively spliced transcript variants encode different isoforms [76]. This gene is induced under hypoxic conditions in various cell types and is the target of peroxisome proliferator-activated receptors. The encoded protein is a serum hormone directly involved in regulating lipid metabolism. ANGPTL4 plays an important role in numerous cancers and is implicated in the metastatic process by modulating vascular permeability, cancer cell motility and invasiveness [76]. RELA, or p65, is a REL-associated protein involved in NF-κB heterodimer formation, nuclear translocation, and activation [77]. Phosphorylation and acetylation of RELA are crucial post-translational modifications required for NF-κB activation. NF-κB/RELA axis activation has been found to be correlated with cancer development, indicating the potential of RELA as a cancer biomarker. Specific modification patterns of RELA have also been observed in many cancer types [78].

FGF3 and FGF20 are members of fibroblast growth factor family. FGF3 binds to fibroblast growth factor receptor 3 (FGFR3) to serve as a negative regulator of bone growth during ossification. Amplification of the FGF3 gene has been found in human tumors, which may be important for neoplastic transformation and tumor progression [79]. FGF3 and FGF20 are involved in embryonic development, cell growth, morphogenesis, tissue repair, tumor growth, and invasion in different pathological stages of head and neck squamous cell carcinoma [80,81]. Additionally, it has been demonstrated that FGF20 modulates glucocorticoid-induced dysfunction of macrophages during glioma development [82]. Platelet-derived growth factor receptors (PDGFRs) are cell surface tyrosine kinase receptors for members of the platelet-derived growth factor (PDGF) family. PDGF subunits -A and -B are important factors regulating cell proliferation, cellular differentiation, cell growth, development, and many diseases, including cancer [83]. It has been described how the screening of a panel of kinase inhibitors (KIs) identified the PDGFR-alpha/beta inhibitor CP-673451 as a potential differentiation agent in glioblastoma through DUSP1/p38 MAPK signaling [84].

Nuclear factor kappa-light-chain-enhancer of activated B cells (NF-κB) is a family of transcription factor protein complexes that regulate transcription of DNA, cytokine production, and cell survival, and is involved in several cellular processes, including metabolism, chemotaxis, and immune response. Incorrect regulation of NF-κB has been linked to cellular transformation, viral pathogenesis and cancer development [85]. Many different types of human tumors have dysregulated NF-κB, which is the constitutively active form. Active NF-κB triggers the expression of genes that keep the cell proliferating and protect the cell from conditions that would otherwise cause it to die via apoptosis. This is evident both in metastasis and in the inefficient eradication of the tumor by the immune system [85]. Mitogen-activated protein kinase kinase (MAP2K, MEK or MAPKK) is a dual-specificity kinase enzyme which phosphorylates mitogen-activated protein kinase (MAPK). A MAPK or MAP kinase is a type of serine/threonine-specific protein kinase involved in directing cellular responses to a diverse array of stimuli, such as mitogens, osmotic stress, heat shock, and proinflammatory cytokines. They regulate cell functions including proliferation, gene expression, differentiation, mitosis, cell survival, and apoptosis [86]. It has been identified that MEK inhibitors suppress radiation-induced activation of RAS-MAPK signaling and selectively downregulate components of the homologous recombination DNA repair pathway [87].

Finally, we validated and confirmed the data observed in the transcriptomic analysis. Interestingly, we identified an increase in the gene transcript level of the *CD74*, *FGF8*, *VEGF*, *MAP3K7 CLU*, *ITGA7*, *HSD17B*, *ETV7*, *PI3K*, and *HRAS* DEGs when MDA-MB-231 cells were treated with rhLRG1 protein (Figure 7). These data demonstrate that LRG1 is a protein that has the ability to induce selective and specific hub DEGs involved in cellular signaling pathways in human breast cancer cells, which can explain, in part, the progression of breast carcinogenesis processes.

A limitation of this study is that pathway activation was inferred based on mRNA expression levels. While we observed changes in the expression of genes associated with PI3K/AKT and MAPK signaling pathways, it is well established that these pathways are primarily regulated at the post-translational level, particularly through protein phosphorylation and activation states. Therefore, mRNA expression alone is not sufficient to confirm pathway activation. Further studies, including protein-level analyses such as Western blotting, are required to validate the activation status of these signaling pathways.

Regarding hub DEGs involved in the PI3K signaling pathway, upregulation of DEGs involved in cell signaling processes is observed, such as the regulation of apoptosis (*BAD*, *TSC1*), angiogenesis (*ANGPT2*, *PGF*), cell proliferation (*NRAS*, *IGF2*) and protein synthesis (*RPS6*). The activation of these DEGs demonstrates that LRG1 treatment favors processes that promote cell growth and adaptation in tumor environments. 

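PDPK1, the kinase that phosphorylates AKT at the membrane, had a mean log2 ratio of -0.15 (SE 0.071, n = 2 arrays) in rhLRG1-treated over untreated cells. It stood at -0.24 on replicate 2 and -0.046 on replicate 3. Its Z ratio of -0.249, or -0.921 with the authors' net intensities, gave no call, and its adjusted p in limma was 0.291. PDPK1 (Z ratio -2.18) was called lower with plain subtraction.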

While the downregulation of *PDPK1* and *MAP2K1*, essential components in signal transduction through *PI3K*, could induce inhibition of certain branches of this pathway, the downregulation of genes related to cell adhesion and interaction with the microenvironment, such as *ITGB4*, *ITGA7*, and *LAMB1*, could represent an alteration in the ability of cells to interact with their tumor microenvironment.

In the hub DEGs from the cancer signaling pathway, the Heatmap shows that among the upregulated DEGs, *NRAS* and *IGF2* stand out as central regulators involved in cell proliferation and survival through cascades such as MAPK and PI3K. Also, the *STAT5B* and *NF-κB* DEGs showed upregulation, contributing to inflammation, proliferation, and resistance to apoptosis. In addition, the upregulation of *PGF*, *IFNA21* and *VEGF* was identified, DEGs related to angiogenesis, indicating a promotion of the formation of new blood vessels essential for tumor progression. Additionally, the *SMAD2* and *TGF-β1* DEGs were upregulated, indicating a role in the regulation of apoptosis and the modulation of the tumor microenvironment. In contrast, *BCL2*, known for its role in inhibiting apoptosis, showed a reduction in its expression, indicating a lower resistance to programmed cell death. The downregulation of *LAMB1*, *GSTM1*, and *GSTM5* DEGs responsible for interaction with the microenvironment and cellular detoxification, was also observed, which could limit the ability of cells to resist chemotherapeutic agents.

In the analysis of hub DEGs in the RAS signaling pathway, we observed upregulation of DEGs involved in the regulation of apoptosis, cell proliferation and survival, and angiogenesis, which could indicate that LRG1 modulates the RAS signaling pathway in a complex way, enhancing DEGs associated with pro-apoptotic and angiogenic functions, while attenuating the expression of DEGs involved in proliferative and inflammatory signals. RAS is a small GTPase that cycles between GTP-bound (active) and GDP-bound (inactive) states and binds to downstream effector proteins to activate RAF/MEK/ERK and PI3K/AKT–mTOR proliferative pathways. The three RAS isoforms include HRAS, NRAS, and KRAS; collectively, they are one of the most mutated cancer targets, with over 3 million cancer patients diagnosed with RAS mutations each year. The reduction in their expression levels evokes an inhibitory effect of the treatment on certain branches of the RAS signaling pathway that may favor breast tumor progression. Thus, a long-standing goal in the field has been to develop RAS therapies. This thin balance could have important implications for the dynamics of the tumor microenvironment.

In the hub DEGs of the *PI3K* and *MAPK* signaling pathways, a clear upregulation of DEGs involved in key cell signaling processes is observed, such as the regulation of apoptosis, angiogenesis, cell proliferation, and protein synthesis. The PI3K/Akt/mTOR pathway appears to be a prime target. It involves a signaling cascade beginning with PI3K activation followed by activating phosphorylation of Akt and then mTOR complex, which activates oncogenic processes by enhancing protein synthesis, inhibiting apoptosis, dysregulating autophagy and promoting DNA repair that supports tumor cell survival [62]. MAPK pathways are central signaling elements that transmit signals through sequential activation of three to five layers of protein kinases known as MAPK kinase kinase kinase (MAP4K), MAPK kinase kinase (MAP3K), MAPK kinase (MAPKK), MAPK and MAPK-activated protein kinase (MAPKAPK) [88]. Although we consider that mRNA expression alone is insufficient and represents a limitation to drawing conclusions about the activation of the PI3K/AKT and MAPK pathways, which are regulated post-translationally by phosphorylation status, activation of these DEGs strengthens the notion that LRG1 treatment favors processes that promote cell growth and adaptation in tumor environments. We consider that more studies are necessary to identify phosphorylation protein status of PI3K/AKT and MAPK.

On the other hand, the overexpression of PDPK1 and MAP2K1, essential components in the transduction of signals through PI3K, could mean that there is an inhibition of certain branches of this signaling pathway, while the reduction in *BCL2* and *MCL1*, known for their role in inhibiting apoptosis, indicates a greater sensitivity of the treated cells to pro-apoptotic signals. This regulation of the hub DEGs profile provides evidence that LRG1 treatment modulates the PI3K signaling pathway in a complex way, promoting signals associated with proliferation, survival, and angiogenesis while attenuating genes related to apoptosis resistance and cell adhesion.

These biological events appear to be paradoxical findings. However, it has been previously described that at the extracellular level, LRG1 binds to TGF-β1, activating the canonical TGF-β1 pathway; this signaling pathway is pro-apoptotic, but studies on SW480 and HCT116 cell lines of colorectal cancer also reported, after the overexpression of LRG1, an increase in the expression of RUNX1, cyclins D1, B and E, and BCL2, as well as a decrease in the levels of Bax and cleaved caspase 3. Conversely, inhibition of RUNX1 in these same cell lines reversed the expression of these proteins, increasing Bax and cleaved caspase 3, while decreasing cell cycle proteins and BCL2. These results confirm that RUNX1 regulates LRG1-mediated apoptosis [88].

In addition, in another study, in the MCF-7 cell line of breast adenocarcinoma, it was identified that intracellular LRG1 binds to Cytochrome C; this binding inhibits the interaction between Cytochrome C and Apaf-1, compromising the formation of the apoptosome and interfering with the activation of caspase 9 and the common pathway of apoptosis [89]. Thus, our data and other findings reported by different research groups support the notion that LRG1 can activate several signaling pathways, depending on the biological context, influenced by factors such as Cytochrome C or TGF-β1 binding to LRG1.

Taken together, our data and other findings reported by different research groups support the notion that LRG1 can activate several signaling pathways, depending on the biological context. Thus, these findings propose a multifaceted impact of treatment on tumor dynamics. Our data are in agreement with other research groups. In this sense, previous studies on different tumor types, like pancreatic [24], gastric [25], colorectal [26,90], and breast cancer [23], have identified that LRG1 regulates critical hub DEGs, as well as promoting tumor growth and progression through the hub DEGs involved in the apoptosis pathway, the RAS signaling pathway, the chemical carcinogenesis-receptor activation pathway, the PI3K/AKT signaling pathway, and general cancer-related signaling pathways.

## 4. Materials and Methods

### 4.1. Cell Line and Culture Conditions

The human breast cancer cell line MDA-MB-231 was sourced from the American Type Culture Collection (ATCC). This line was maintained under established culture conditions to ensure viability and standardized cellular behavior. Cells were routinely cultured in RPMI-1640 medium (Invitrogen, Carlsbad, CA, USA), which was supplemented with 10% Fetal Bovine Serum (FBS), 50 μg/mL penicillin/streptomycin, 2 mM L-glutamine, and 250 ng/mL fungizone. The culture environment was strictly controlled at 37 °C within a humidified incubator supplied with 5% CO_2_. The cultured MDA-MB-231 cells served as the biological substrate for a comprehensive set of functional and molecular analyses, such as cell viability, cell migration, qRT-PCR, and transcriptomic assays. The resulting data were subsequently subjected to rigorous bioinformatic analysis, including cellular enrichment processes and network construction and analysis.

### 4.2. Crystal Violet Staining

Crystal violet staining is commonly used to indirectly evaluate cell proliferation and viability in mammalian cell cultures. As cells die, they detach from the surface, reducing the overall staining intensity, which serves as an indicator of cell viability. Crystal violet staining dye works by binding to the cells’ negatively charged molecules, such as nucleic acids and proteins. We prepared a 0.1% (*w*/*v*) crystal violet in phosphate-buffered saline (PBS). After preparing the cells, we applied the solution of crystal violet to the cells. We allowed crystal violet to stain for 15–30 min at room temperature. We fixed the cells by gently washing with PBS, followed by treatment with 1% ethanol. After washing and drying the stained cells, solubilized the bound dye with 1% ethanol. We measured the absorbance of the solubilized dye at 590 nm. Documentation was performed via microphotography using a Vista Vision inverted microscope (VWR, Radnor, PE, USA) with a 100× objective.

### 4.3. Cell Viability Assays

Cellular viability was measured using a [3-(4,5-dimethylthiazol-2-yl)-5-(3-carboxymethoxyphenyl)-2-(4-sulfophenyl)-2H-tetrazolium] inner salt MTT assay (Promega, Madison, WI, USA), which is a colorimetric method for determining the number of viable cells in a proliferation or cytotoxicity assay. Briefly, a total of 5 × 10^4^ MDA-MB-231 cells per well were seeded in a 24-well plate. MDA-MB-231 cells were treated with 10 ng/mL or 100 ng/mL of rhLRG1 protein (Sino Biological, cat: 13371-H08H, Houston, TX, USA), incubated at 37 °C with 5% CO_2_. After 24 h of plating, 20 mg/mL MTT reagent was added to each well containing the untreated and treated cells, and cultures were incubated for 2 h. The MTT tetrazolium-compound salt reagent was bio-reduced by living cells into a colored formazan product that was insoluble in tissue culture medium. The supernatant was then aspirated, and 250 µL of DMSO was added to each well to dissolve the formazan crystals. After incubation, the absorbance values were measured at 540 nm using a microplate reader (ThermoFisher Scientific. Waltham, MA, USA). Cellular viability rate was calculated as the percentage of MTT adsorption as follows: survival percentage (%) = (mean experimental absorbance/mean control absorbance) × 100. The data were analyzed with the program GraphPad Prism 9.0 (GraphPad, San Diego, CA, USA). All assays were repeated at least three times independently.

### 4.4. Cellular Migration Assays

The MDA-MB-231 breast cancer cells were seeded into 6-well plates at a density of 3.5 × 10^4^ cells per well. Cells were cultured in RPMI-1640 medium supplemented with 10% FBS and maintained until a confluent monolayer of approximately 90% was obtained. Once confluence was reached, a uniform linear wound (stria) was physically introduced into the cellular monolayer by gently scraping the surface with the tip of a 10 μL micropipette. To remove cellular debris and any non-adherent or damaged cells generated during the scraping process, the cultures were rinsed twice with PBS. Following the creation of the wound, the cells were incubated at 37 °C in fresh RPMI-1640 medium containing 10% FBS. Experimental conditions were established as follows: untreated cells group received only the RPMI-1640 medium; treated cells were exposed to recombinant human LRG1 (rhLRG1) protein at concentrations of 10 ng/mL or 100 ng/mL. The process of cellular migration towards the center of the induced wound was systematically documented following 0, 6, 12, and 24 h after the initial scrape. The documentation was performed via microphotography using a Vista Vision (VWR, Radnor, PE, USA) inverted microscope with a 100× objective. The entire cellular migration assay was executed, and all assays were repeated at least three times independently.

### 4.5. Analysis of Hub Differentially Expressed Gene (DEG) Profile

MDA-MB-231 cells were seeded at a density of 7 × 10^4^ cells in 100 mm culture plates. After a 24 h adherence period, experimental groups were established: untreated cells received standard RPMI-1640 medium, and rhLRG1-treated cells were stimulated with 100 ng/mL. Both groups were incubated for an additional 24 h at 37 °C under 5% CO_2_ conditions. Total RNA was isolated using the guanidine/phenol-chloroform isothiocyanate reagent (Trizol) (Roche, Indianapolis, IN, USA). The integrity and purity of the isolated RNA samples were rigorously validated before expression analysis. RNA concentration was measured, and purity was assessed using the Thermo Scientific Micro-UV/Vis NanoDrop One spectrophotometer (CTR Scientific, Monterrey, Mexico). RNA integrity was confirmed by analysis via 1% agarose gel electrophoresis.

Once the quality-controlled RNA samples were obtained (in three independent biological replicates), gene expression analysis was performed using microarray technology in collaboration with the Microarray Unit of the Institute of Cellular Physiology at the National Autonomous University of Mexico (UNAM). The samples were hybridized to the HCa_05_08 chip (MWG Biotech, High Point, NC, USA), which contains probes for 1920 genes specifically related to human cancer, sourced from the SAGE library. Fluorescent labeling was performed using distinct fluorophores for differentiation. Untreated cells were labeled with ALEXA 555 and rhLRG1-treated samples were labeled with ALEXA 647, in two independent experiments. The raw hybridization intensity data was found using the GenArise R package version 1.86.0 software using default parameters established on developer manual (https://bioconductor.org/packages/genArise (accessed on 6 February 2026).

### 4.6. Bioinformatic and Computational Analysis

Gene expression intensity data were utilized for bioinformatic analysis. Data processing and statistical computations were conducted within the RStudio integrated development environment (IDE v2025.09) utilizing the R programming language (version v4.2.1). For data organization and initial manipulation, the Microsoft Excel spreadsheet software was employed. The construction, visualization, and specialized analysis of the molecular interaction networks, specifically networks, were performed using the Cytoscape software (version v3.10.3) [91].

### 4.7. Microarray Data Analysis

Fluorescence intensities microarray data were normalized and analyzed using the Z-score method algorithm with Microsoft Excel software [92]. The genes with a Z-ratio greater than −/+ 1.5 were considered statistically significant (DEGs). The datasets supporting the conclusions of this article are available in the [n9.cL] repository [unique persistent identifier and hyperlink to datasets: https://n9.cL/t9tg4t (accessed on 6 February 2026)]. Furthermore, we used the microarray platform HCa-05-08 chip library SAGE (MWG Biotech AG, Ebersberg, Germany).

### 4.8. Cellular Enrichment Processes and Pathway Analysis

The DEG results were integrated in a functional enrichment analysis of cellular processes and molecular pathways systematically conducted using the R statistical environment, specifically leveraging the ClusterProfiler v4.12.x and ggplot2 packages v4.0.2 according to their developer guidelines. The functional annotation was performed using two primary databases: Gene Ontology (GO) was used to detect DEGs based on their involvement in biological processes, cellular components, and molecular function [93]. Kyoto Encyclopedia of Genes and Genomes (KEGG) was utilized as reference database for identifying and mapping the hub DEGs to annotated signaling and metabolic pathways [94]. For statistical stringency, a false discovery rate threshold of *p* < 0.05 was applied to all enrichment results, ensuring a controlled rate of false positives. For advanced visualization and pattern identification, Heatmaps clustering was generated using the Complex Heatmap package in R v2.27.x, applying Pearson correlation and complete distribution. All analyses adhered to the default parameters recommended by the package developers.

### 4.9. Construction and Analysis of Hub DEG Network

The construction of the hub DEG network, and its subsequent cellular enrichment analysis, were performed using the Cytoscape software (version 3.10.3) [91]. For specialized functional annotation and visualization within the network context, the ClueGo and CluePedia plugins were utilized. The input data matrix for the network analysis was strictly limited to the hub DEGs identified from the microarray analysis. Each hub DEG was accompanied by its corresponding Z-score value to quantify the magnitude and direction of expression change. The network was constructed and analyzed against the KEGG database [87], which served as the primary reference for pathway mapping. A stringent statistical threshold of false discovery rate <0.05 was applied to all analyses to define significant interactions and enrichment terms.

### 4.10. Quantitative Real-Time RT-PCR Analysis of DEGs

Total RNA isolation from MDA-MB-231 cells was carried out with guanidine/phenol-chloroform (Trizol) isothiocyanate reagent (Roche, Indianapolis, IN, USA). The Script cDNA kit (Jena Biosciense, Jena, Germany) and Maxima Sybr Green Rox kit (Thermo Scientific, Waltham, MA, USA) were used for qRT-PCR assays. The qRT-PCR reaction started with an initial incubation step of at 95 °C for 2 min to activate the DNA polymerase. The one-step PCR cycling protocol, which has a denaturation step at 95 °C for 5 s and a combined annealing/extension step at 60 °C for 10 s, was standardized for primers with a Tm well below 60 °C. Homo sapiens *LRG1* gene expression [Homo sapiens leucine-rich alpha-2-glycoprotein 1 (LRG1), mRNA; NCBI reference sequence: NM_052972.3] was measured by real-time qRT-PCR using the sense 5′-TTG-GGG-AGA-ACC-AGT-TG-3′ and antisense 5′-TTC-TGG-TCA-CAG-ATC-CAG-G-3′ primers, which were generated using IDT (Integrated DNA Technologies, Coralville, IO, USA) qPCR Assay Design tools [95]. Homo sapiens *ACTB* gene expression [Homo sapiens actin beta (ACTB), transcript variant 1, mRNA; NCBI reference sequence: NM_001101] was used as a control using sense 5′-GAC-GAC-ATG-GAG-AAA-ATC-TG-3′ and antisense 5′-GAT-CTT-CAT-GAG-GTA-GTC-AG-3′ primers which were generated using IDT software [95]. The reaction was incubated in a 96-well plate at 95 °C for 2 min for PCR initial heat activation, 95 °C for 5 s for denaturation and 60 °C for 10 s for combined annealing/extension in 2-step cycling for 40 cycles, using a Rotor Gene Q real-time PCR thermal cycler instrument (Qiagen, Hilden, Germany). The qRT-PCR reaction was performed by incubation with 50 ng of RNA, 5 µL of 2× Sybr green PCR master mix, 0.1 µL of maxima Sybr green Rox reference dye, and 10 pM of sense and antisense primers, in a one-step 10 µL volume reaction. For all PCR reactions, we performed a melting curve analysis to verify the specificity and identity of PCR products. The Ct values were analyzed to determine the statistical significance of LRG1 gene expression in MDA-MB-231 cells. Relative expressions were calculated using the 2^−∆∆Ct^ method and normalized to the expression of ACTB to LRG1 [96].

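CD74, the invariant chain of antigen presentation, had the highest rank of the genes measured by RT-qPCR, 8 of 1843 genes by the size of the Z ratio (3.24), at a mean log2 ratio of 0.15 (SE 0.077, n = 2 arrays). MAP3K7, a kinase of TGF-beta and cytokine signaling, ranked 18 (log2 ratio 0.17, SE 0.081), and HSD17B2, which inactivates estradiol, 23 (0.14, SE 0.072). ITGA7 ranked 28 and VEGFA, the growth factor of blood vessels, 31 (0.13, SE 0.069). CLU, the chaperone clusterin, ranked 37 and was called lower, with a ratio of -0.42 (SE 0.11) and a Z ratio of -2.83. FGF8 ranked 40, ETV7, an ETS transcription factor, 89 (0.17, SE 0.064), and HRAS, which was not called, 591. The spots of ETV7 differ by 10.9 log2 units in brightness, so its ratio averages very unlike spots. With the authors' net intensities the Z ratios of CD74, VEGFA and HSD17B2 turned to -1.03, -0.784 and -0.284, and those of MAP3K7 and ETV7 were 0.145 and 0.717, no longer calls. The log2 ratio of VEGFA also lay just below 0 under print-tip loess. The adjusted p of these genes in limma ranged from 0.155 to 0.437, and no probe of the array carries the name PIK3CD. ITGA7, VEGFA and ETV7 were not called without replicate 2, at Z ratios of 1.42, 1.47 and 1.44. ETV7 (Z ratio 0.775 to 1.38) and ITGA7 (-0.285 to 1.06) were not called with plain subtraction, print-tip loess or loess-normalized channels, nor FGF8 (0.244 to 0.951) with print-tip loess, the net intensities or loess-normalized channels, nor HSD17B2 (0.306 to 0.984), MAP3K7 (0.292 to 1.13) and VEGFA (0.0420 to 0.887) with print-tip loess or loess-normalized channels. CD74 (1.04) was not called with loess-normalized channels. HRAS (1.85 to 2.29) was called higher with print-tip loess or the net intensities, and ITGA7 (-3.28) lower with the net intensities.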

To validate the data obtained from the transcriptomic microarray, ten genes with the highest differential expression were selected to evaluate their expression by real-time qRT-PCR. Homo sapiens *PIK3CD* gene expression [Homo sapiens phosphatidylinositol-4,5-bisphosphate 3-kinase catalytic subunit delta (*PIK3CD*), transcript variant 2, mRNA; NCBI: reference sequence: NM_001350234.2] was analyzed using the sense 5′-CAG-ATG-CTC-TAC-CTG-CTG-TG-3′ and antisense 5′-GTC-CAG-CAG-GAA-TTT-GGT-CA-3′ primers. Homo sapiens *HRAS* gene expression [Homo sapiens *HRas* proto-oncogene, GTPase (HRAS), transcript variant 2, mRNA; NCBI reference sequence: NM_176795.5] was analyzed using the sense 5′-GGA-TTC-CTA-CCG-GAA-GCA-GG-3′ and antisense 5′-GTC-ATC-CGA-GTC-CTT-CAC-CC-3′ primers. Homo sapiens *FGF8* gene expression [Homo sapiens fibroblast growth factor 8 (FGF8), transcript variant F, mRNA; NCBI reference sequence NM_033163.5] was analyzed using the sense 5′-GTC-TTC-ACG-GAG-ATT-GTG-CT-3′ and antisense 5′-GGG-TAG-TTG-AGG-AAC-TCG-AAG-3′ primers. Homo sapiens *ITGA7* gene expression [Homo sapiens integrin subunit alpha 7 (*ITGA7*), transcript variant 7, mRNA; NCBI reference sequence: NM_001410977.1] was analyzed using the sense 5′-ATG-GAT-GGG-AAC-CAA-TAC-CCT-3′ and antisense 5′-TAG-GTC-CAC-ACA-GAC-CGA-GT-3′ primers. Homo sapiens *CD74* gene expression [Homo sapiens CD74 antigen transcript variant 1 mRNA; NCBI reference sequence: NM_001025159.3] was analyzed using the sense 5′-GGA-GCT-GTC-GGG-AAG-ATC-AG-3′ and antisense 5′-CTG-GTA-CAG-GAA-GTA-GGC-GG-3′ primers. Homo sapiens *VEGFA* gene expression [Homo sapiens vascular endothelial growth factor A (VEGFA), transcript variant 1, mRNA; NCBI reference: NM_001025366.3] was analyzed using the sense 5′-ATC-CAA-TCG-AGA-CCC-TGG-TG-3′ and antisense 5′-GCC-TTG-GTG-AGG-TTT-GAT-CC-3′ primers. Homo sapiens MAP3K7 gene expression [Homo sapiens mitogen-activated protein kinase kinase kinase 7 (*MAP3K7*), transcript variant A, mRNA; NCBI reference: NM_003188.4] was analyzed using the sense 5′-AGA-TGA-TCG-AAG-CCC-CTT-CC-3′ and antisense 5′-GGT-TCA-CAC-GGG-ATA-ACT-GC-3′ primers. Homo sapiens *CLU* gene expression [Homo sapiens clusterin (CLU), transcript variant 1, mRNA; NCBI reference: NM_001831.4] was analyzed using the sense 5′-TAC-CTA-CCA-CTA CCT-GCC-CT-3′ and antisense 5′-TCG-TCG-CCT-TCT-CGT-ATG-AA-3′ primers. Homo sapiens *HSD17B* gene expression [Homo sapiens hydroxysteroid 17-beta dehydrogenase 2 (HSD17B2), mRNA; NCBI reference: NM_002153.3] was analyzed using the sense 5′-AGG-CTG-GCA-TCT-TAT-GGC-TC-3′ and antisense 5′-GCC-GTA-GCT-TTC-CTG-TAC-CT-3′ primers. Finally, homo sapiens *ETV7* gene expression [Homo sapiens ETS variant transcription factor 7 (ETV7), transcript variant 8, mRNA; NCBI reference: NM_001207041.2] was analyzed using 5′-CCC-GAT-ATG-AGC-CCT-ACA-TCA-3′ and antisense 5′-TCT-GAA-CAG-GAG-TTT-CTG-CCC-3′ primers. The conditions and analysis of qRT-PCR assays were the same as those described previously. All qRT-PCR assays were performed in triplicate.

### 4.11. Statistical Analysis

All experiments were conducted with a minimum of three independent biological replicates to ensure the reliability and reproducibility of the findings. The quantitative results are uniformly presented as the mean ± standard deviation. The acquired data were analyzed using established parametric statistical methods to determine significance. For qRT-PCR, the expression levels were analyzed with the 2^−ΔΔCt^ method, and statistical analysis was performed with ΔCt values using unpaired Student T tests with Welch correction to compare untreated and treated cells. Analysis of Variance (ANOVA) was utilized for comparisons involving three or more groups or complex experimental designs. All statistical computations were executed using GraphPad Prism software (version 9.0). A value of *p* < 0.05 was set as statistically significant.

## 5. Conclusions

Our findings showed that LRG1 plays a critical role in the regulation of processes associated with tumor progression in breast cancer, such as proliferation, migration, and cell survival, as assessed in the MDA-MB-231 cell line. Throughout transcriptomic and cellular enrichment analysis, we identified that LRG1 can activate key hub DEGs involved in signaling pathways participating in cancer progression, including PI3K, MAPK, and RAS. Indeed, these pathways are involved in processes such as proliferation, angiogenesis, apoptosis, and regulation of the tumor microenvironment. The results reported herein support previous studies linking LRG1 to tumor progression, highlighting its relevance as a potential therapeutic target.

## Figures and Tables

**Figure 1:**
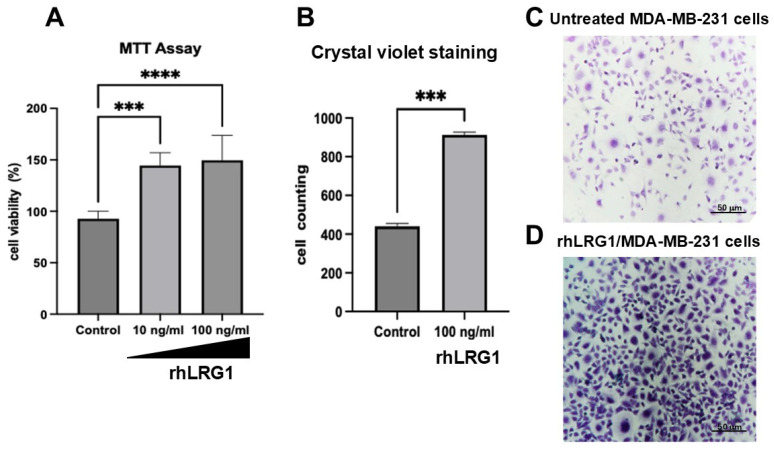
LRG1 increases proliferation of MDA-MB-231 cells. (**A**) Cellular viability was assayed by MTT in untreated (control) and hrLRG1-treated cells. Representative microphotographs were acquired using a Vista Vision inverted microscope with a 100× objective of crystal violet-stained cells treated or not ((**B**), control) with 100 ng/mL LRG1 (**C**). (**D**) Cell density is estimated by counting crystal violet-stained cells (control and rhLRG1 cells). Data are means ± SD. ***, *p* < 0.001; ****, *p* < 0.0001.

**Figure 2:**
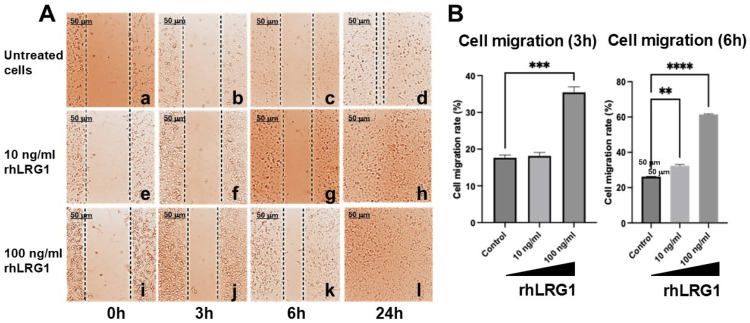
LRG1 enhances migration of MDA-MB-231 cells. Cellular migration was evaluated by wound-healing assays. (**A**) Representative microphotographs were acquired using a Vista Vision inverted microscope with a 100× objective, captured at 0 h, 3 h, 6 h, and 24 h after making the stria in untreated (**a**–**d**) and hrLRG1-treated cells (10 ng/mL, (**e**–**h**); 100 ng/mL, (**i**–**l**)). (**B**) Cell migration as a percentage (%) was measured 3 and 6 h post-rhLRG1 treatments. Data are means ± SD. **, *p* < 0.01; ***, *p* < 0.001; ****, *p* < 0.0001.

**Figure 3:**
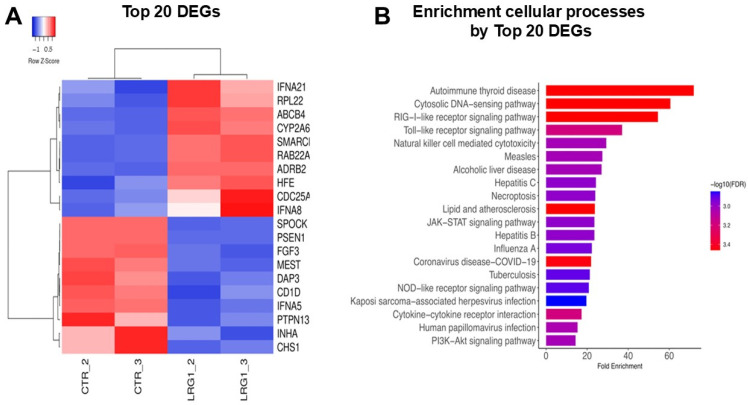
Global heatmap of top 20 DEGs and enrichment of cellular processes on MDA-MB-231 cells after treatment with LRG1. The DEGs from MDA-MB-231 cells treated or not (control) with 100 ng/mL LRG1 were screened from transcriptome data, and Heatmap analysis was used to visualize the expression profiles of these DEGs during treatment with rhLRG1. Clusters of DEGs showing upregulation and downregulation are highlighted in red and blue. (**A**) Top 20 DEGs. The bar graph represents the cellular pathways and biological processes modulated after exposure to LRG1 (**B**) The results prominently highlight the enrichment of the PI3K-Akt and JAK-STAT signaling pathways. Likewise, pathways related to innate immunity are identified, including the signaling of RIG-I-like receptors, Toll-like receptors, and cytokine–receptor interactions. The values are represented by Fold Enrichment and the significance level (−log10 false discovery rate (FDR)).

**Figure 4:**
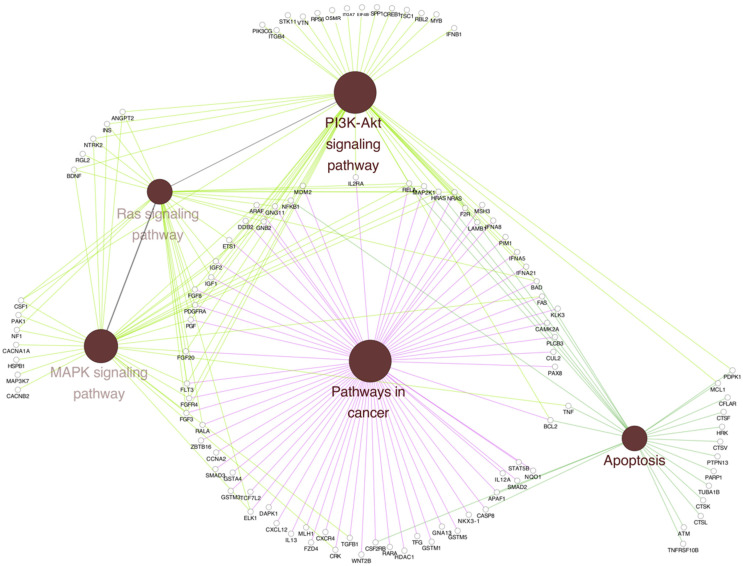
LRG1-induced enriched DEGs and cellular signaling pathways in MDA-MB-231 cells. Functional cellular enrichment analyses were conducted utilizing the Gene Ontology (GO) and the Kyoto Encyclopedia of Genes and Genomes (KEGG) platforms. Red points indicate the more relevant cellular signaling pathways activated by LRG1. PI3K-AKT, RAS, MAPK, and apoptosis signaling pathways are activated in MDA-MB-231 cells treated with rhLRG1. These cellular signaling pathways mainly regulate processes of cell cycle progression, proliferation, migration, and apoptosis. Up-expressed DEGs—*FGF8*, *ITGA7*, *PI3K*, and *HRAS*—are key in the regulation of these cellular processes.

**Figure 5:**
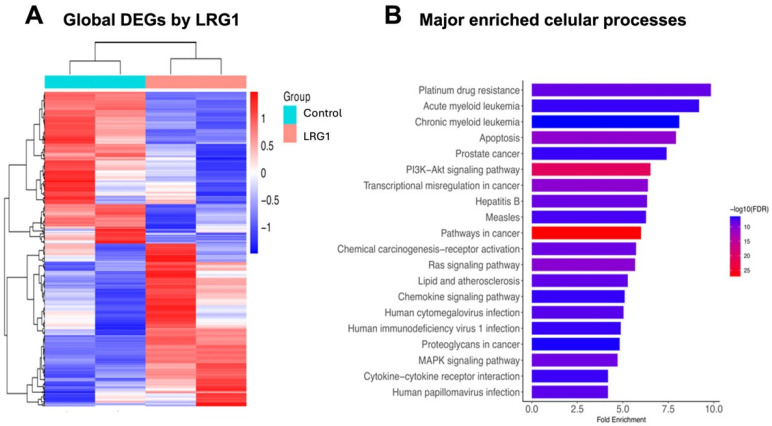
Major cancer-related cellular processes on MDA-MB-231 cells in response to LRG1. Enrichment analysis of cellular processes and cellular signaling pathways was performed using the Cluster Profiler and ggplot2 packages in R v4.0.2. The Kyoto Encyclopedia of Genes and Genomes (KEGG) database was used as the reference, with a false discovery rate (FDR) threshold of *p* < 0.05. Heatmaps were generated using the Complex Heatmap package in R v2.27.x, applying Pearson correlation analysis and complete clustering. (**A**) Global DEG expression in untreated (control) and hrLRG1-treated (100 ng/mL; LRG1) cells. Red and reddish colors indicate LRG1-activated signaling pathways. (**B**) Major enriched cellular processes highlighted the activation of PI3K/AKT, RAS, MAPK, and apoptosis signaling pathways following treatment with rhLRG1.

**Figure 6:**
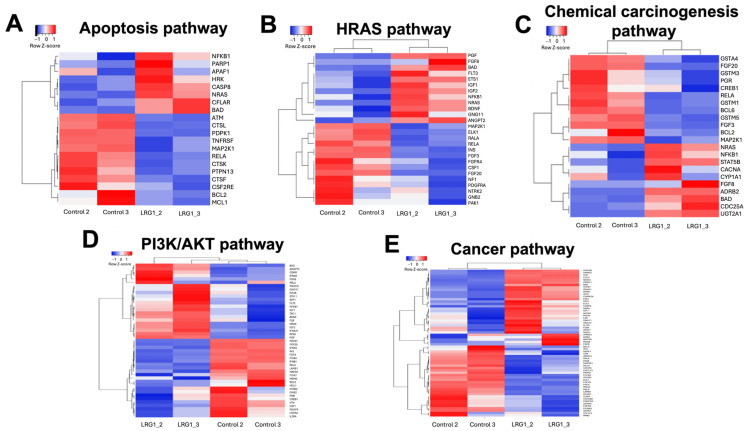
Analysis of hub DEGs in critical cell signaling pathways induced by LRG1 in MDA-MB-231 cells. The Heatmaps show the differential expression of hub DEGs related to different cellular processes in MDA-MB-231 cells treated with rhLRG1 compared to the untreated cells. Hub DEGs are grouped hierarchically according to similarities in their expression patterns, with colors indicating expression levels: red for up-expression and blue for down-expression. (**A**) Apoptosis, (**B**) HRAS, (**C**) chemical carcinogenesis-receptor activation pathway, (**D**) PI3K/AKT, and (**E**) general cancer-related signaling pathways.

**Figure 7:**
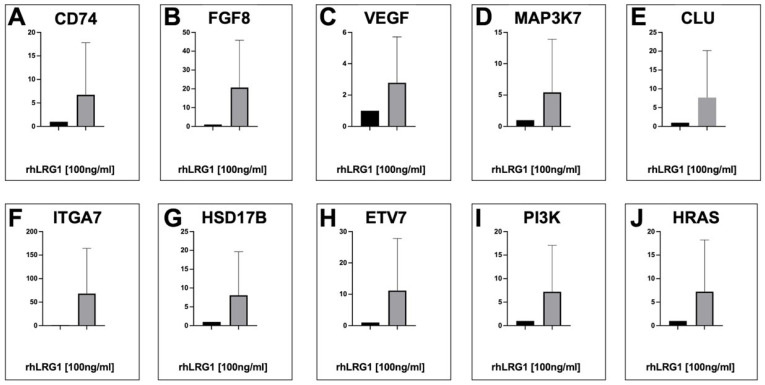
Analysis of DEGs by effect of LRG1 treatment on MDA-MB-231 cells. Quantitative real-time RT-PCR analysis of DEGs *CD74* (**A**), *FGF8* (**B**), *VEGF* (**C**), *MAP3K7* (**D**), *CLU* (**E**), *ITGA7* (**F**), *HSD17B* (**G**), *ETV7* (**H**), *PI3K* (**I**), and *HRAS* (**J**) on MDA-MB-231 cells in basal conditions as well as with 100 ng/mL rhLRG1 treatment protein. Total RNA and cDNA synthesis were obtained from 1 × 10^5^ cells per well in a six-well plate containing RPMI-1640 medium at 37 °C with 5% CO_2_. Relative expression by qRT-PCR analysis of DEGs was calculated using the 2^−ΔΔCt^ method and was analyzed by mRNA DEGs/mRNA beta-actin ratio relative expression units. Statistical analyses were performed with ΔCt values using an unpaired *t*-test with Welch correction and did not reveal a statistically significant difference between groups. The Ct values were normalized with untreated MDA-MB-231 cells and although an upward trend was observed for DEGs across biological replicates (n = 3), DEG expression was increased in treated cells compared to untreated cells.

## Data Availability

The datasets supporting the conclusions of this article are available in the [n9.cL] repository GSE327047, [unique persistent identifier and hyperlink to datasets: https://n9.cl/t9tg4t (accessed on 31 March 2026)]. Furthermore, we used microarray platform HCa-05-08 chip library SAGE (MWG Biotech AG., Ebersberg, Germany). The raw hybridization intensity data was found using the GenArise R package version 1.86.0 software using default parameters established in the developer manual (https://bioconductor.org/packages/genArise (accessed on 6 Febrary 2026)).

## Abbreviations

The following abbreviations are used in this manuscript:

ACTB	Actin beta
AKT	Akt Serine/threonine kinase
ANGPT2	Angiopoietin 2
ANGPTL4	Angiopoietin-like 4
ATCC	American Type Culture Collection
BAD	BCL2-associated agonist of cell death
BCL2	Oncogene B-cell leukemia 2
BDNF	Brain-derived neurotrophic factor
CASP8	Caspase 8
CDK11	Cyclin-dependent kinase 11
CD74	Cluster of Differentiation 74
CLU	Clusterin
DEGs	Differentially expressed genes
DMSO	Dimethyl sulfoxide
DUSP1	Dual-Specificity phosphatase 1
ER	Estrogen receptor alpha
EMT	Epithelial–mesenchymal transition
ECM	Extracellular matrix
ETV	ETS Variant Transcription factor
ETV7	ETS Variant Transcription factor 7
ERK	Extracellular signal-regulated kinase
FGF3	Fibroblast growth factor 3
FGFR3	Fibroblast growth factor receptor 3
FGF8	Fibroblast growth factor 8
FGF20	Fibroblast growth factor 20
FAK	Focal adhesion kinase
FBS	Fetal bovine serum
FDR	False discovery rate
GSTM1	Glutathione S-transferase Mu 1
GSTM5	Glutathione S-transferase Mu 5
GATA 1	GATA-binding protein 1
GO	Gene Ontology
HER2	Human epidermal growth factor receptor 2
HRAS	Harvey rat sarcoma viral oncogene homolog
HIF1-α	Hypoxia inducible factor 1 alpha
HK2	Hexokinase 2
HMG-CoA	3-hydroxy-3-methyl-glutaryl-coenzyme A
HSD17B	Hydroxysteroid 17β-dehydrogenase
HLA	Human Leukocyte Antigen
IGF2	Insulin-like growth factor 2
ITGB4	Integrin beta 4
ITGA7	Integrin alpha 7
IL-1	Interleukin 1
IL-6	Interleukin 6
IL-22	Interleukin 22
IRG	Immunoresponsive gene
IFNA21	Interferon alpha 21
JAK	Janus Kinase
KEGG	Kyoto Encyclopedia of Genes and Genomes
LAMB1	Laminin beta 1
LRG1	Leucine-rich alpha-2-glycoprotein 1
MAPK	Mitogen activated protein kinase
MAP2K1	Mitogen activated protein 2 kinase 1
MAP3KA7	Mitogen activated protein 3 kinase 7
MCL1	Myeloid cell leukemia sequence 1
MTT	(3-(4,5-dimethylthiazol-2-yl)-2,5-diphenyltetrazolium bromide)
MTORC1	Mechanistic Target Of Rapamycin complex 1
MDA-MB-231	MD Anderson-Metastatic Breast-231 cell line
NRAS	Neuroblastoma ras viral oncogene homolog
NF-Kβ	Nuclear factor kappa-β
NCBI	National Center for Biotechnology Information
NGF	Nerve growth factor
NT-3	Neurotrophin 3
NT-4	Neurotrophin 4
NT-5	Neurotrophin 5
PI3K	Phosphatydilinositol 3-kinase
PGF	Placental growth factor
PR	Progesterone receptor
PCR	Polymerase chain reaction
PDPK1	3-phosphoinositide-dependent protein kinase 1
PDL1	Programmed cell death ligand 1
PDGF-R	Platelet-derived growth factor receptor
PDGF	Platelet-derived growth factor receptor
RPS6	Ribosomal protein S6
RELA	RELA Protooncogene
RUNX1	Runt-related transcription factor 1
rhLRG1	Recombinant human leucine-rich alpha-2-glycoprotein 1
STAT3	Signal transducer and activator of transcription 3
STAT5B	Signal transducer and activator of transcription 5B
SMAD1	Smad family member 1
SMAD2	Smad family member 2
SMAD5	Smad family member 5
SMAD8	Smad family member 8
S6K	Ribosomal protein S6 kinase
TNFα	Tumor necrosis factor alpha
TGFβ1	Transforming growth factor beta-1
TGFβ2	Transforming growth factor beta-2
TNBC	Triple-Negative Breast Cancer
TSC1	Tuberous sclerosis complex 1
TSC2	Tuberous sclerosis complex 2
TCF1	T cell-specific 1
TBC1D7	TBC1 domain family member 7
VEGF-A	Vascular endothelial growth factor A

How the deposited data were processed for this re-analysis (not part of the article)

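Gene expression was measured in MDA-MB-231 cells, an established human breast cancer cell line, left untreated or exposed to rhLRG1 at 100 ng/mL for 24 h. The samples analysed here are replicates 2 and 3 of each condition, and the paper states 3 biological replicates and labelling in 2 independent experiments. Samples that share a number were hybridised to the same 2-colour array, the untreated one with one dye and the treated one with the other, and the dyes were not exchanged on either array. The number therefore pairs the samples through the array, and the deviations of same-numbered samples from their group means correlated at 0.920 across probes. The series describes the replicates as grown and harvested independently.

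The authors deposited, per spot, a raw intensity, a local background with its SD, a net intensity, and a ratio of the net intensities. The deposited net intensity equals the raw intensity minus the background, with the rhLRG1 channel further multiplied by a factor that depends on the intensity of the spot. Which program applied that factor is not given in the sources used here. The deposited ratio is that of untreated over rhLRG1-treated cells, and it was turned over so that every ratio given here is treated over untreated. The methods name genArise with default parameters, a Z-score in Excel and R 4.2.1, and the submitters' processing notes name R 4.2.2. The series' processed table and value table hold the same net intensities and were used to check them.

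From the raw intensities, the background was corrected by normexp with an offset of 50, the 54 control oligonucleotide spots having weight 0 in the loess normalization of the log2 ratios within each array. Spots of one probe were averaged, and probes of one gene were averaged too. The probes of BCL2, BRCA1, CDH2, GH2, HGF, IFI6, LIG3, PSG3 and TRA disagree in sign. Gene names came from a RefSeq table of the assembly GRCh38.p14, used for names only: 1701 probes matched by accession, 60 by symbol and 15 by synonym, 5 kept the name in the file, and 75 carry no name. A filter on dim probes was without effect, since every gene probe lay above the background plus 2 SD in a channel of both arrays. The raw foreground had a median of 508 and 397 in the untreated and treated samples of replicate 2, and 425 and 319 in those of replicate 3. The number of arrays limits the precision.

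A gene was called by a Z ratio beyond 1.5, the threshold in the methods. Per channel, the log10 of the background-corrected intensity was centred and scaled over all gene probes. The difference of the condition means was then divided by the SD of all differences, and this rule gives no p-value. The log2 ratios were tested with limma (lmFit and eBayes, version 3.58.1 in R 4.3.3), with Benjamini-Hochberg adjustment over all gene probes. The SE given for a gene is the moderated one of this fit at the level of genes, not the SE of its own 2 values. The 26 gene lists, written from textbook knowledge, were tested with camera (preset correlation 0.01, and with an estimated correlation), with fry, and for over-representation among the calls with one-sided Fisher's exact tests against the array's own genes. They cover apoptosis, RAS and MAPK, PI3K, JAK-STAT, NF-kB, interferon, TGF-beta, WNT, cell cycle, DNA repair, adhesion, angiogenesis, matrix remodelling, detoxification and translation genes, housekeeping genes, and markers of luminal, leukocyte, fibroblast and endothelial cells.

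The genes named are those the paper names as changed by rhLRG1, with ACTB and LRG1, the 10 with the highest and the 10 with the lowest mean log2 ratio among genes with a Z ratio beyond 1.5, the same direction on both arrays and a signal above the background, and the 2 to 4 members of each list with the largest mean log2 ratio in size. ACVR1B, ACVRL1, APC, CD3G, CDH13, CYP1A1, CYP2E1, ERCC6, FGF12, ITGA2B, ITGB3, LIG1, NQO1, PDGFA, PIM1, RPS19, TIMP2, WNT2B and XRCC1 lie outside this rule and were named, after their values were seen, to complete small counts and the calls gained with a replicate left out. Some genes that the rule takes, or whose calls depend on a replicate, are not reported here. The paper's figures show some of these values, so they count as seen. LRG1, ANGPTL4 and PIK3CD are not names of any probe. The alternatives were no background correction, plain subtraction, median centring, no normalization, print-tip loess, a filter on dim probes, the authors' net intensities, each replicate left out, other Z score rules, a fit without the replicate block, a robust variance model, and other gene set tests. Added after seeing the data were duplicate spots kept apart, single spots, leaving out probes whose spots differ more than 4-fold in brightness, and Fisher's tests on the loess channels.

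The calculations were tested on simulated data with 200 of 1856 probes changed. Limma recovered 79.5% at a fold of 1.25 and 100% at 1.5, with 7 and 20 false calls, and the Z ratio 93.5% and 99.5%, with 49 and 6. A log2 shift of 0.1 in the 24 genes of the RAS and MAPK cascade had a camera adjusted p of 1.79e-05 and a Fisher adjusted p of 0.180. The simulation holds no dye effect. It also draws the unchanged probes independently on each array, so it lacks ratios that repeat between the arrays and any correlation between genes. Its recovery and list p-values are therefore those of cleaner data and can overstate what the tests could find here.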

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

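All tests in this part were chosen after results were seen.

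The 54 control oligonucleotide spots, which name no gene and which the paper does not report on, repeated their log2 ratios between the arrays with a Pearson's r of 0.851 (95% bootstrap interval 0.729 to 0.919), against 0.767 (0.631 to 0.856) for as many gene spots matched on brightness. A dye effect that needs no gene of the cells predicts this and could contribute to the repeat of the gene ratios, although the files do not state whether these oligonucleotides bind RNA of the cells. With gene probes ranked by brightness into groups of equal size, the ratios of the dimmest group (619 probes) correlated across arrays at 0.785 for the same spot and 0.662 for the other spot of the probe. The difference of 0.123 (0.0893 to 0.160) leaves a property of the single spot as a candidate explanation for part of it. A response of the cells to rhLRG1 cannot be told apart from a dye effect, since the number of arrays with the dyes exchanged is 0.

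The spots of 79 probes differ by more than 4-fold in brightness, a signal the paper does not report on, and 24 of these probes (30.4%) were called, against 12.6% of the others. Probes printed as more than 4 spots, such as those of ACTB and TUBA1B, were kept among the others whatever their spots. Among the 19 genes of Figure 3A found on the array, 4 have such spots, against 75 of 1824 other genes, an odds ratio of 6.20 (95% interval 1.46 to 20.1, two-sided Fisher's exact test, p = 0.00742). Since the pattern was seen in these genes, this comparison does not show whether unequal spots favour a place among them, which stays open. A response of the cells predicts ratios of one sign in all spots of both arrays, which 17 of the 19 genes have (89.5%, exact 95% interval 66.9% to 98.7%), as do 52.9% of all genes. That is neither all of them nor few enough to exclude a response. The genes were picked as top DEGs from the paper's own array data, which favours agreement in sign, so all genes are no fair comparison. A repeatable dye difference predicts the same pattern. The share therefore cannot decide, and a response stays open.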

How the results depend on the processing

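Duplicate spots kept apart, single spots, the probes left out for unequal spots and the enrichment among calls from loess-normalized channels were chosen after results were seen, and the other alternatives were set before.

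The number of Z ratio calls, 125 higher and 123 lower, stayed within 1.5 times under changes of background correction, normalization and the source of values and without probes with unequal spots, from 187 with plain subtraction (54 higher and 133 lower) to 311 with single spots. It was 106 beyond a threshold of 2, 85 with a sliding-window Z score called in both arrays and 83 where each array had to pass, and 225 to 233 with a replicate left out. Median centring, no normalization and the filter on dim probes cannot move the Z ratio. The Z ratio is scaled by the SD of all differences, which by itself holds the number of calls near a fixed share of the probes. Permuting an array's ratios over probes still gave 222 calls on average. A steady number of calls is therefore no sign that the same genes are called or that the calls are sound. Limma passed 432 probes without background correction (207 higher and 225 lower), 422 with plain subtraction (225 higher and 197 lower), 503 without normalization (3 higher and 500 lower), 603 with the authors' net intensities (315 higher and 288 lower), 229 with a robust variance model and a trend (133 higher and 96 lower) and 201 with duplicate spots kept apart (115 higher and 86 lower, 133 of them also called by the Z ratio, with a correlation of 0.420 between spots). With the settings used at the claims it passed 0, and 433 had an unadjusted p under 0.05 (216 higher and 217 lower). It also passed 0 with median centring, print-tip loess, the filter on dim probes, or without probes with unequal spots. The fit with no replicate block, the 4 channels as separate samples, passed 0 and had 21 at an unadjusted p under 0.05, and the pairing was tested for this count alone. The correlation between arrays was 0.757 without background correction, 0.802 with plain subtraction, 0.765 with median centring or without normalization, and 0.812 with the net intensities. Camera passed 1 list without background correction, 2 with plain subtraction, 1 with print-tip loess and 1 with the net intensities, the glutathione S-transferases in each case and the cathepsins and calpains in the second, while with an estimated correlation, run with the settings used at the claims, 0 passed and both lists had an adjusted p of 0.990. That correlation cannot be estimated well from 2 arrays, so this alternative could hardly pass a list and does not weigh against these 2. Over-representation passed for 1 list, the fibroblast growth factors, without background correction, and for 0 with either replicate left out. The Z ratio turned for ITGA7, to -0.285 with print-tip loess and -3.28 with the net intensities. With the latter it also turned for CD74 (-1.03), VEGFA (-0.784) and HSD17B2 (-0.284). It turned for no other called gene that the rule for naming takes. APC, called higher and named outside that rule, also turned below 0 under other processing. Of the 74 called genes that the rule for naming takes, 57 were called in the same direction with the net intensities, 49 with plain subtraction, and 42 and 67 without replicate 2 and 3. Limma, the correlation and camera have no residual degree of freedom, and so no value, with an array left out. The log2 ratios of the arrays differed with an SD of 0.192 in the dimmest group of probes and 0.164 in the brightest, while they correlated at 0.832 and 0.438, so these values leave open what signal over background limits. The cause of these changes was not tested.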

Differences from the paper's values

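The paper's text gives all 20 representative genes of Fig. 3A as higher after rhLRG1, while the colours of its heatmap show both directions. Of the 19 found on the array 9 had a mean ratio above 0, and each of these 19 had the direction of its colour in the heatmap, read by eye. The heatmap shows the paper's own array data, so this agreement is no independent check. The count was 9 with no background correction, plain subtraction, print-tip loess, the filter on dim probes, the authors' net intensities and with either replicate left out, 8 with median centring and 1 without normalization, so none of these alternatives, set before the data were examined, reaches the paper's count.

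For genes measured by RT-qPCR the paper's folds stand beside array folds of another assay, and the paper reports no significant difference between the groups for them. The paper's fold for CD74 is 6.7 and the array fold 1.11. For FGF8 the paper gives 20.7 and the array 1.10, for VEGF (VEGFA) 2.8 and 1.09, for MAP3K7 5.4 and 1.12, for CLU 5.4 and 0.745, for ITGA7 68.3 and 1.07, for HSD17B (HSD17B2) 8 and 1.10, for ETV7 11 and 1.12, and for HRAS 7.2 and 1.16. Of the alternatives set before the data were examined, only plain subtraction brought a gene within 1.5 times the paper's fold, VEGFA at 1.88. Plain subtraction also raised the array folds of CD74 to 2.37, MAP3K7 to 2.23, HSD17B2 to 2.17 and FGF8 to 2.03. It gave HRAS 1.45 and ETV7 1.19, and lowered CLU to 0.543 and ITGA7 to 0.656. With the authors' net intensities CD74, MAP3K7, HSD17B2, FGF8 and VEGFA had folds of 0.819, 1.02, 0.942, 1.09 and 0.853. The array folds of these dim probes therefore depend on the processing, and the normexp offset used for those listed first shrinks the ratios of dim spots.

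Of 52 genes on the array to which the paper gives a direction, in its text or by colour in Fig. 3A, read by eye, 29 of 32 higher ones had a ratio above 0 and 19 of 20 lower ones below 0, and 46 of the 52 had the paper's direction with the authors' net intensities. Apart from the RT-qPCR, the paper's directions rest on its own array data, so agreement in sign is no independent check. Under median centring 19 of the higher ones had a ratio above 0 and 19 of the lower ones one below, and without normalization 3 and 20. By the Z ratio 32 were called, 29 in the paper's direction, and 30 in that direction with the net intensities. CLU, which the paper gives as higher in its discussion and by RT-qPCR, was called lower. RELA, called lower (-0.23), and PDGFRA, not called (-0.24), lay below 0, as in Fig. 6, where the discussion gives them as overexpressed. ITGA7 was called higher here and lower with the net intensities, and the paper gives it as lower in its results and as higher in the legend of Fig. 4 and by RT-qPCR. FGF3 and FGF20 were called lower here, as in the paper's results, and a sentence of the discussion gives them as overexpressed. LAMB1 and ITGB4 were called lower, as in the results, and another sentence of the discussion lists them, with PDPK1, among higher genes. PDPK1 and MAP2K1, at -0.15 and -0.094, are lower in one sentence of the discussion and overexpressed in another. The paper names MCL1 as an example of activation and elsewhere as low, and it stood at -0.013.

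Genes that the paper names as changed and that were not called here but were called in its direction under other settings include the following. The authors' net intensities called CDC25A, LYST, STAT5B, ANGPT2, HRAS, GSTM1 and GSTM5. Plain subtraction called LYST, GSTM1, GSTM5 and PDPK1, print-tip loess CDC25A, LYST, HRAS and BDNF, and loess-normalized channels LYST and BDNF. IGF2 was called without background correction, LYST without replicate 3 and BCL2 without replicate 2. None of the alternatives for the source of values, the background, the normalization, the filter or the replicates called PGF, BAD, TSC1, NFKB1, TGFB1, MCL1, MAP2K1, CLU, RELA or PDGFRA in the direction the paper's text gives, which for RELA and PDGFRA is that of the discussion. PDGFRA was called lower, as in Fig. 6, without replicate 2 and with print-tip loess or loess-normalized channels. The paper selected for RT-qPCR the genes with the highest differential expression, and the 9 of them on the array ranked from 8 (CD74) to 591 (HRAS) of 1843 by the size of the Z ratio. Of these, CD74, MAP3K7, HSD17B2, ITGA7, VEGFA and FGF8 had dim probes and were not called with loess-normalized channels. The paper reports the RAS, MAPK, PI3K and apoptosis pathways as enriched among its genes, where the lists used here, which are not its pathway sets, were over-represented in 0 cases within the array's own genes by Fisher's exact test, and in 1, the fibroblast growth factors, without background correction. By camera 0 lists passed, and the RAS and MAPK, PI3K and pro-apoptotic lists passed neither test under any alternative run for it. The paper's text does not name the background of its enrichment.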

Other observations

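The tests of gene lists and the random draws from the array were planned before results were seen, and the odds ratio within the array and the comparison of the number of lists enriched were chosen after.

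In WNT signaling, a pathway of development and stem cells, 4 of 13 genes were called higher in rhLRG1-treated cells and 0 lower. These were the receptor FZD4, at a mean log2 ratio of 0.30 (SE 0.057, n = 2 arrays), the transcription factor LEF1 (0.23, SE 0.067), the ligand WNT2B and APC, which targets beta-catenin for destruction. The ligand WNT10B stood at 0.22 (SE 0.056) and the adaptor DVL3 at -0.19 (SE 0.083), with no call. Without replicate 2, APC (Z ratio 1.49) and WNT2B (1.28) were not called and WNT10B was called higher (1.68), and without replicate 3 LEF1 was not called (0.735) and DVL3 was called lower (-1.89). Of the list, 1 passed limma adjusted over the list alone and 0 over all genes, with 3 at an unadjusted p under 0.05, and the adjusted p was 0.264 by Fisher's exact test and 0.779 by camera. AXL, a receptor tyrosine kinase of mesenchymal cells, was called higher at 0.42 (SE 0.063), with 0.49 and 0.35 on the arrays, the 1 call of 16 genes of epithelial to mesenchymal transition. CAV1, a protein of caveolae, and S100A4, a calcium-binding protein of motile cells, stood at 0.14 and 0.11, and at -0.098 and -0.13 under median centring. CDH2, a cadherin with probes of opposite sign, had 0.17. In this list, 1 passed limma adjusted over the list alone and 0 over all genes, with 2 at an unadjusted p under 0.05, and the adjusted p was 1 by Fisher's exact test and 0.733 by camera. The pocket protein RBL2 had 0.23 (SE 0.056) and no call. Of 23 cell cycle inhibitors and tumour suppressors 2 were called higher, APC among them, and 1 lower, NF1. Without replicate 2 the list held 1 call, RBL2 (1.65), as NF1 (-1.08) and the others lost theirs. Here 0 passed limma adjusted over the list alone and 0 over all genes, with 4 at an unadjusted p under 0.05, and the adjusted p was 1 by Fisher's exact test and 0.733 by camera. The kinase ATM (-0.29, SE 0.056) and the nuclease MRE11 (-0.25, SE 0.084), which act at DNA breaks, were called lower. DDB2, which recognizes damage by ultraviolet light, had 0.26, and the ligase LIG4 0.23, or -0.054 under median centring, and neither was called. Of 43 DNA repair genes 1 was called higher, XRCC1, and 2 lower. MRE11 (-1.04) and XRCC1 (1.48) lost their calls without replicate 2, where LIG1 was called higher (1.63), and ATM (-1.03) lost its call without replicate 3, where ERCC6 was called lower (-1.53). Among repair genes, 0 passed limma adjusted over the list alone and 0 over all genes, with 7 at an unadjusted p under 0.05, and the adjusted p was 1 by Fisher's exact test and 0.988 by camera. FZD4 (1.45 to 1.49) was not called with no background correction or plain subtraction, nor LEF1 (1.02 to 1.16) with no background correction, plain subtraction or the net intensities, nor WNT2B (0.444 to 0.786) with plain subtraction, print-tip loess, the net intensities or loess-normalized channels. ATM (-0.646 to -1.37) was not called with plain subtraction or the net intensities, nor NF1 (-0.925 to -1.39) with plain subtraction or loess-normalized channels, nor APC (-0.225 to 0.965) with print-tip loess, the net intensities or loess-normalized channels. XRCC1 (0.520 to 1.28) was not called with print-tip loess or loess-normalized channels. DVL3 (-1.59) and ERCC6 (-1.55) were called lower with plain subtraction, DDB2 (1.73 to 1.90) higher with print-tip loess, the net intensities or loess-normalized channels, and RBL2 (1.58 to 1.74) higher with print-tip loess or loess-normalized channels. LIG4 (1.54 to 2.53) was called higher with the net intensities or loess-normalized channels, and WNT10B (1.51) higher with loess-normalized channels. WNT calls numbered 1 with the net intensities and 2 with no background correction, plain subtraction and print-tip loess, those of tumour suppressors 1 with plain subtraction and those of DNA repair 6 with the net intensities.

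No call fell in the 25 cell cycle and proliferation genes, where the mitotic kinase AURKB had -0.22 (SE 0.058), the cyclin CCNA2 -0.17 (SE 0.062) and the kinase CDK1 0.14, or -0.047 under median centring. Without replicate 2, AURKB was called lower (-1.52). Of them, 0 passed limma adjusted over the list alone and 0 over all genes, with 3 at an unadjusted p under 0.05, and the adjusted p was 1 by Fisher's exact test and 0.988 by camera. Nor was there a call in the 15 matrix metalloproteinases and inhibitors, with TIMP3 at 0.20, TIMP1 at 0.13 (-0.0086 under median centring), MMP3 at -0.14 and MMP10 at -0.13. Leaving out replicate 2 gave 2 calls, MMP3 lower (-1.71) and TIMP2 higher (1.63). In that family, 0 passed limma adjusted over the list alone and 0 over all genes, with 1 at an unadjusted p under 0.05, and the adjusted p was 1 by Fisher's exact test and 0.988 by camera. Among markers of other cell types, FAP, a protease of fibroblasts, was called higher (0.35, SE 0.074), the 1 call of 11 fibroblast and endothelial markers. For these, 2 passed limma adjusted over the list alone and 0 over all genes, with 2 at an unadjusted p under 0.05, and the adjusted p was 1 by Fisher's exact test and 0.779 by camera, and the members passing over the list alone were FAP and PDGFRA. FAP was not called without replicate 3 (1.19), where CDH5 was called lower (-1.59), and PDGFRA was called lower without replicate 2 (-1.69). Of 17 leukocyte markers, 1 was called higher, CD3G, and 1 lower, CD1D, and IL2RA (-0.16), LCK (-0.16) and CD22 (-0.13) were not called. Without replicate 2, 0 were called, with CD3G at 1.37 and CD1D at -0.515, and without replicate 3 LCK was called lower as well (-1.51). With this list, 0 passed limma adjusted over the list alone and 0 over all genes, with 2 at an unadjusted p under 0.05, and the adjusted p was 1 by Fisher's exact test and 0.947 by camera. The progesterone receptor PGR was called lower (-0.25, SE 0.080), the 1 call of 8 luminal markers, and EPCAM (0.18), TFF1 (0.16) and TFF3 (-0.18) were not called. The paper uses this line as a model of triple-negative cancer, which it defines by the absence of that receptor. It is therefore uncertain what the PGR probe measured. The call of PGR was lost without replicate 2 (-0.931). For the luminal markers, 0 passed limma adjusted over the list alone and 0 over all genes, with 2 at an unadjusted p under 0.05, and the adjusted p was 1 by Fisher's exact test and 0.988 by camera. CD1D (Z ratio -1.40) and PGR (-1.495) were not called with no background correction, nor FAP (1.48) with plain subtraction, nor CD3G (0.571 to 0.881) with print-tip loess, the net intensities or loess-normalized channels. CCNA2 (-1.52 to -1.98) was called lower with no background correction, plain subtraction or the net intensities, IL2RA (-1.52 to -1.59) lower with no background correction or the net intensities, and CDH5 (-1.89 to -2.41) lower with plain subtraction or the net intensities. PDGFRA (-1.60 to -1.64) was called lower with print-tip loess or loess-normalized channels, CDK1 (2.25) higher with the net intensities, and AURKB (-1.5003) lower with loess-normalized channels. Cell cycle calls numbered 1 with no background correction, plain subtraction, print-tip loess and loess-normalized channels and 3 with the net intensities, fibroblast and endothelial ones 2 with print-tip loess, the net intensities and loess-normalized channels, leukocyte ones 1 with print-tip loess and loess-normalized channels and luminal ones 0 with no background correction.

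The paper reports the RAS, MAPK, PI3K and apoptosis pathways as enriched after rhLRG1. The genes chosen for the array could contribute to this, since 71.2% of 1000 random draws of 237 genes from the array, tested against all 20056 protein-coding genes, were enriched for at least 1 of the RAS and MAPK, PI3K or pro-apoptotic lists, a share between those set beforehand for and against. Against that background the called genes were enriched for 13 lists and the draws for a median of 8 (at most 18), and 12.3% of draws had as many as the called genes. The lists hold 21.3% of the array's genes and 4.19% of all genes. Within the array, 7 of the 53 genes of the 3 lists together were called, an odds ratio of 0.997 (95% interval 0.375 to 2.26), so a response of these pathways is neither shown nor excluded by the calls.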
